# Single cell transcriptome atlas of mouse mammary epithelial cells across development

**DOI:** 10.1186/s13058-021-01445-4

**Published:** 2021-06-29

**Authors:** Bhupinder Pal, Yunshun Chen, Michael J. G. Milevskiy, François Vaillant, Lexie Prokopuk, Caleb A. Dawson, Bianca D. Capaldo, Xiaoyu Song, Felicity Jackling, Paul Timpson, Geoffrey J. Lindeman, Gordon K. Smyth, Jane E. Visvader

**Keywords:** Single cell transcriptome, Molecular heterogeneity, Mammary gland development, Progenitors, Terminal end bud, Chromatin accessibility

## Abstract

**Background:**

Heterogeneity within the mouse mammary epithelium and potential lineage relationships have been recently explored by single-cell RNA profiling. To further understand how cellular diversity changes during mammary ontogeny, we profiled single cells from nine different developmental stages spanning late embryogenesis, early postnatal, prepuberty, adult, mid-pregnancy, late-pregnancy, and post-involution, as well as the transcriptomes of micro-dissected terminal end buds (TEBs) and subtending ducts during puberty.

**Methods:**

The single cell transcriptomes of 132,599 mammary epithelial cells from 9 different developmental stages were determined on the 10x Genomics Chromium platform, and integrative analyses were performed to compare specific time points.

**Results:**

The mammary rudiment at E18.5 closely aligned with the basal lineage, while prepubertal epithelial cells exhibited lineage segregation but to a less differentiated state than their adult counterparts. Comparison of micro-dissected TEBs versus ducts showed that luminal cells within TEBs harbored intermediate expression profiles. Ductal basal cells exhibited increased chromatin accessibility of luminal genes compared to their TEB counterparts suggesting that lineage-specific chromatin is established within the subtending ducts during puberty. An integrative analysis of five stages spanning the pregnancy cycle revealed distinct stage-specific profiles and the presence of cycling basal, mixed-lineage, and 'late' alveolar intermediates in pregnancy. Moreover, a number of intermediates were uncovered along the basal-luminal progenitor cell axis, suggesting a continuum of alveolar-restricted progenitor states.

**Conclusions:**

This extended single cell transcriptome atlas of mouse mammary epithelial cells provides the most complete coverage for mammary epithelial cells during morphogenesis to date. Together with chromatin accessibility analysis of TEB structures, it represents a valuable framework for understanding developmental decisions within the mouse mammary gland.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-021-01445-4.

## Introduction

The mammary epithelium undergoes remarkable remodeling during the different stages of postnatal morphogenesis [1, 2]. During embryonic development, mammary morphogenesis initiates from the ectoderm at E10.5, giving rise to 5 pairs of placodes by E11.5. At E13.5, a bud forms via invagination of the mesenchyme; these buds sprout by E15.5 and form a lumen, and by E18.5, a small arborized ductal structure has invaded the mammary fat pad. The majority of development, however, occurs in the postnatal animal. During puberty, the ductal tree elongates and bifurcates to form an extensive ductal network that fills the mammary fat pad. This process is driven by terminal end buds (TEBs), which are located at the termini of the growing ducts [3]. Pregnancy is accompanied by the prolific expansion of alveoli that emanate from the branches and constitute the milk-producing units to enable lactation. The final process of involution entails large-scale cell death of alveolar units and remodeling of the gland to its prepregnant state [4]. Structurally, the epithelium of the ductal tree is bilayered and comprises an inner layer of luminal cells and an outer layer of myoepithelial cells that directly contact the underlying basement membrane.

Recent transcriptional mapping studies at the single cell level have shed light on heterogeneity within the different epithelial populations in the mouse mammary gland and potential spatio-temporal relationships [5–9]. Analysis of the adult gland revealed three major epithelial subsets corresponding to the basal, luminal progenitor (LP; also referred to as secretory), and mature luminal (ML; also referred to as hormone-responsive) populations, consistent with cell sorting studies. Equivalent populations have been observed in human breast epithelium by single cell transcriptomics [10]. Single cell (sc) RNA-seq analysis of epithelial cells isolated during pregnancy has uncovered uni-lineage clusters [5] as well as a mixed-lineage subset [9]. Lineage specification has been inferred to occur after birth, based on scRNA-seq analysis of the early developing mouse mammary gland [6]. While chromatin accessibility analysis has indicated multilineage potential in both fetal and adult basal/myoepithelial mammary cells [11], recent single-nucleus ATAC-seq profiling revealed the presence of cells with either luminal or basal-oriented chromatin structure before birth [12]. The precise timing of lineage commitment, however, remains an area of investigation. Further chromatin accessibility analysis of the mouse adult mammary gland has indicated that LP or secretory cells can be divided into different states [13].

To build on previous scRNA-seq studies in the mammary gland field, we interrogated the transcriptomes of > 132,000 individual cells across different developmental stages. We incorporated a number of additional stages for analysis on the 10x Chromium platform: prepuberty, 12.5 and 18.5 days of pregnancy, post-involution, micro-dissected TEB and subtending ductal structures, as well as the resting adult gland from different mouse strains. The findings point to a dynamic molecular landscape whereby unique but basal-like embryonic mammary cells commence lineage segregation in the early postnatal period (prior to 2 weeks), yielding lineage-restricted cells that overlap with but are not identical to those in the adult. In puberty, marked differences in chromatin accessibility and the expression profiles of TEB- vs duct-enriched epithelia were found, while an alveolar-like intermediate was identified in late pregnancy. Together, these data provide a comprehensive single cell transcriptome resource for the mouse mammary gland across development and a detailed molecular characterization of ductal versus TEB structures in puberty.

## Methods

### Mouse strains

FVB/N, C57BL/6, and SWISS mice (WEHI animal facility) were used for the preparation of mammary epithelial cell suspensions for single-cell or bulk RNA-seq work. *Lgr5-GFP* [14] and *E-cadherin-GFP* mice [15] were generated as described. All animal experiments conformed to regulatory standards and were approved by the Walter and Eliza Hall Institute Animal Ethics Committee.

### Mammary cell preparation and cell sorting

Mammary rudiments and skin from C57BL/6 *Lgr5-GFP*+ embryos at E18.5 (n = 49 mammary rudiments from 7 female embryos isolated from three pregnant C57BL/6 females) were dissected using fluorescence microscopy and digested to generate single cell suspensions for staining and flow cytometry. TEBs and ducts were dissected from 5 week-old mammary glands obtained from *Ecadherin-GFP* females (C57BL/6), using GFP to guide microdissection of the TEBs using a Leica Fluorescence stereo-microscope (Leica Microsystems GmbH), then single-cell suspensions were prepared and stained for flow cytometry. C57BL/6 mice were used to collect mammary glands at day 5 after birth or at 2 weeks (prepuberty; days 15–17). For analysis of adult mammary epithelial cells, 10-week-old glands were collected from FVB/N, SWISS, and C57BL/6 mice. For the pregnancy cycle analysis (FVB/N mice), the following mammary glands were collected: virgin adult (10 weeks), pregnancy (days 12.5 and 18.5), lactation (day 10), and post-involution (day 21). Mammary glands from 3 to 4 mice were pooled for each time point.

Single-cell suspensions were prepared and stained for flow cytometry as described [16]. The following antibodies were used for FACS: FITC anti-mouse CD29 (rat, clone HMβ1-1, BioLegend Cat#102206, 1/200 dilution), Pacific Blue anti-mouse CD29 (rat, clone HMβ1-1, BioLegend Cat#102224, 1/200 dilution), Pacific Blue anti-mouse CD24 (Armenian Hamster, clone M1/69, BioLegend Cat#101820, 1/200), PE anti-mouse CD24 (Armenian Hamster, clone M1/69, BioLegend Cat#10807, 1/200), APC anti-mouse CD31 (rat, clone 390, BioLegend Cat#102410, 1/40 dilution), APC anti-mouse CD45 (rat, clone 30-F-11, BioLegend, Cat#103112, 1/100 dilution), and APC anti-mouse TER-119/erythroid cell (rat, clone TER-119, BioLegend Cat#116212, 1/100 dilution). To exclude dead cells, cells were re-suspended in 7-AAD prior to analysis. FACS analysis and cell sorting were performed on a FACS Aria (Becton Dickinson). The Lin^–^ population was defined as Ter119^–^CD31^–^CD45^–^. FACS data were analyzed using FlowJo software (v 10.1r7, Tree Star).

### Confocal immunofluorescence of mammary gland sections

Tissue sections were incubated overnight at 4^°^C with primary antibodies: Keratin 8/K18 (rat, clone: TROMA-I, DSHB, 1:400 dilution), MYLK (rabbit, clone: EP1458Y, Abcam, 1:200 dilution), and MYH11 (rabbit, polyclonal, ab53219, Abcam, 1:100 dilution). The following day, sections were incubated with secondary antibodies: donkey anti-rat Alexa Fluor 488 (Invitrogen; 1:500 dilution), donkey anti-rabbit Alexa Fluor 647 (Invitrogen; 1:500 dilution), and DAPI (62248, Thermo Scientific, 1:500 dilution). Confocal imaging was performed using a Zeiss LSM780 or 980 microscope and images were processed in Imaris.

### Single cell capture and NGS library preparation for sequencing

For high-throughput single cell studies, the 10X Genomics Chromium kit (v2) was used for single cell capture and cDNA preparation according to the 10x Single Cell 3’ Protocol. Freshly sorted cells were manually counted and equal numbers per sample (1000 cells/μl) were loaded for capture, except in the case of the TEB/duct and postnatal day 5 samples for which cell numbers were very limiting. The following samples were processed concurrently: E18.5 skin and ME; TEBs and ducts; 2-week-old C57BL/6, adult C57BL/6, and adult SWISS mammary glands; and FVB/N adult and post-involution. The final libraries contain the P5 and P7 primers used in Illumina bridge amplification. Sequencing was carried out on an Illumina Nextseq 500 with a maximum of 2 libraries per run.

### scRNA-seq bioinformatic analysis

Illumina output from 10X Genomics Chromium sequencing reads was processed using Cell Ranger v3.0.2. Genewise read counts for cells with at least 500 reads were exported to Matrix Market format files and read into R with edgeR’s read10X function. An average of > 55 million reads and > 8500 cells were obtained for each sample (Table S1). Cells with less than 500 genes detected or with high mitochondrial percentages were filtered. Cells with exceptionally high numbers of reads or genes detected were also filtered to minimize the occurrence of doublets. An average of 7500 cells per sample remained after this quality filtering (Table 1, Table S1). Statistical analyses of the 10X data were conducted using the Seurat (V3.1.5) [17] and edgeR [18] software packages. Gene symbols from Cell Ranger were converted to current official gene symbols using limma’s alias2SymbolUsingNCBI function and NCBI gene annotation dated 12 February 2019. Genes that did not map to official symbols were filtered as were genes expressed in < 1% cells for any individual sample. If two or more Cell Ranger genes mapped to the same official symbol, then the one with largest read count was kept for each sample.

**Table 1:** Summary of single cell RNA-seq datasets

Developmental phase	Number of epithelial cells
Embryonic (E18.5) mammary	6398
Embryonic (E18.5) adjacent skin	9025
Early postnatal (5 days)	3728
Pre-puberty	4037
Puberty (5 weeks)	
TEBs	1847
Ducts	1700
Adult	
FVB/N (A10) #1	10,710
FVB/N (P7) #2	3187
FVB/N (D12) #3	5576
C57BL/6	12,525
SWISS	10,319
Pregnancy	
12.5 days (H) #1	11,120
12.5 days (G) #2	13,397
18.5 days (F4) #1	11,847
18.5 days (B4) #2	5075
Lactation (10 days)	
10 days (F11) #1	5287
10 days (D6) #2	6804
Post-involution (3 weeks)	10,017
Total	132,599

Total epithelial cells were isolated from the stages listed above for capture and sequencing on the 10X Genomics Chromium platform. Cell numbers refer to those retained after filtering out cells with low sequencing reads. # denotes the replicate number

Where appropriate, multiple samples were combined using the anchor-based integration method implemented in Seurat. Cell clusters were identified using the default Louvain clustering algorithm implemented in Seurat. Default Seurat function settings were used except that clustering resolutions were set to lower than default values in order to ensure conservative and reproducible clusters and dimensions 1:20 were used for all dimension reduction and integration steps. The resolution was set to 0.1 unless stated otherwise. Marker genes of each cluster were identified using Seurat’s FindMarkers function with default settings. Ternary plots position cells according to the proportion of basal, LP, or ML positive signature genes expressed by that cell and were generated using the vcd package. Genes differentially expressed between TEB and Duct samples were identified using FindMarkers with logfc.threshold = 0.15 and otherwise default settings. Log2-CPM values for each gene across cells were calculated using edgeR’s cpm function with a prior count of 1. Heatmaps were generated using the pheatmap package. Log2-CPM values were standardized to have mean 0 and standard deviation 1 for each gene before producing the heatmaps, after which genes and cells were clustered by the Ward’s minimum variance method. Diffusion plots were generated using the destiny package.

### Signature genes for epithelial cell lineages

Signatures genes for basal, luminal progenitor (LP), and mature luminal (ML) cell types were obtained from previously published RNA-seq data [19] available from GEO series GSE63310. Only protein-coding genes were included. Genes were filtered if they failed to achieve 0.4 counts-per-million (CPM) in at least 3 samples. Library sizes were normalized by the TMM method in edgeR and expression analysis was conducted using limma voom [20]. Comparisons were performed using a TREAT fold-change threshold of 2 for basal vs LP and basal vs ML and 1.3 for LP vs ML [21]. Adjustment was made for sequencing lane as a blocking factor. An FDR cut-off of 0.05 was applied for each comparison. Genes were considered cell type-specific if they were upregulated in one cell type vs both other types. This analysis produced 1467, 428, and 528 signature genes for basal, LP, and ML respectively, which were used to construct ternary plots and lineage signature scores. Negative signature genes were also generated that were downregulated in one cell type vs both other types. This produced 1012, 188, and 226 negative signature genes for basal, LP and ML respectively.

### Bulk ATAC-seq of pubertal TEB and ductal regions

Mammary glands from 5-week-old *Ecad*-GFP expressing mice were micro-dissected for TEBs and ducts. Nuclei were isolated from sorted luminal (Lin^–^CD29^+^CD24^+^Ecad-GFP^hi^) and basal cells (Lin^–^CD29^+^CD24^+^Ecad-GFP^lo^), and ATAC-sequencing was performed as established by Buenrostro et al. [22]. Three biological replicates were prepared although one basal duct sample was discarded because of low cell numbers. For each sample, 15,000–25,000 sorted cells were lysed and transposition reactions were done in half volumes (25 μl lysis = 10 mM Tris-Cl (Tris-Cl pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40 in nuclease-free H_2_O) (25 μl transposition = 12.5 μl of 2X TD Buffer (Illumina Cat#FC-121-1030), 1.25 μl of TDE1 (Illumina Cat#FC-121-1030), 11.25 μl of nuclease-free H_2_O). Transposition was performed for 20 min at 22 °C then 30 min at 37 °C and purified with the MinElute kit from Qiagen (Cat#28204). Libraries were sequenced on an Illumina NextSeq using the 150H kit to produce > 10 million 80 bp paired-end sequence reads per sample. Adapter sequences were trimmed, reads were mapped to the mm10 genome with Bowtie2 v2.3.4.1 [23], and duplicate reads removed. Peaks were called with MACS2 v2.1.0 (FDR < 0.10) [24] on the pooled biological replicates, separately for each tissue and cell population*.* To establish a list of peaks for differential analysis, overlapping peaks were merged with bedtools v2.26.0 [25] and peaks overlapping with genomic blacklisted regions were subtracted. Read counts per peak in each sample were obtained in SeqMonk (v1.46.0, https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). For descriptive plots, peak intensities are represented as log2(RPKM+1). Differential accessibility analysis was conducted using the classic pipeline of edgeR [26]. For each pair of cell populations to be compared, library sizes were TMM normalized and exact tests conducted for each peak. Peaks with FDR < 0.05 were considered differentially accessible (DA). For comparison of signature gene chromatin accessibility between basal duct- and TEB-enriched populations, the lm function in R was used to perform linear modeling.

### Bulk RNA-seq of pubertal TEB and ductal regions

Mammary glands from 5-week-old *Ecad*-GFP expressing mice were micro-dissected for TEBs and ducts and luminal (Lin^–^CD29^+^CD24^+^Ecad-GFP^hi^), and basal cells (Lin^–^CD29^+^CD24^+^*Ecad*-GFP^lo^) were sorted by flow cytometry. 

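Bulk RNA-seq was done on 4 groups of sorted cells from mice aged 5 weeks, with 3 libraries from basal cells of ducts, 3 from basal cells of TEBs, 2 from luminal cells of ducts and 3 from luminal cells of TEBs. TEBs are the terminal end buds, the growing tips of the ducts in puberty, and the GFP reporter of E-cadherin was bright in luminal cells and dim in basal cells. The deposited values are whole read-pair counts per Entrez gene, which the authors obtained with Rsubread and its inbuilt annotation of the mouse genome, without normalization. The totals per library ranged from 37191380 to 49221436 in basal duct (median 40443917), from 27989137 to 40925845 in basal TEB (median 38141115) and from 37650300 to 43078096 in luminal TEB (median 42666893), and the luminal duct libraries held 42960489 and 29522747 counts. From these counts, the 17370 genes passing the filterByExpr function of edgeR were kept, library sizes were scaled by the TMM method, and the 4 groups were fitted in one model. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was counted as changed at an adjusted p (FDR) below 0.05. Expression is given as counts-per-million (CPM) after TMM scaling, with the SD over libraries. Each standard error is the log2 fold change divided by the square root of the F statistic. The spread between replicates was wide, with a common biological coefficient of variation of 0.704, and the luminal duct group rests on 2 libraries. The test, the scaling and the set of libraries each altered how many genes were called between TEBs and ducts.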

Three biological replicates were prepared, with at least two mice pooled in each replicate, although one luminal duct sample was discarded because of low cell numbers. Total RNA (~ 10 ng) was used to generate libraries for whole transcriptome analysis following the Illumina’s TruSeq RNA v2 sample preparation protocol. Libraries were sequenced on an Illumina NextSeq 500 to produce 80 bp paired-end reads. Reads were aligned to the mm10 genome and counted by Entrez Genes using Rsubread and Rsubread’s inbuilt mm10 RefSeq gene annotation [27]. 

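Counts on genes of the mitochondrial chromosome took between 4.34% and 37.5% of a library. The share was 37.5% in basal TEB replicate 1 and 17.8% in basal TEB replicate 3, against 4.74% in basal TEB replicate 2, so the basal TEB replicates differed from each other by more than the basal duct replicates, which lay between 6.66% and 10.9%. In luminal duct, replicate 3 had 28.5% and replicate 1 had 8.51%, whereas the luminal TEB replicates lay between 4.34% and 4.77%. Genes with at least 1 count numbered from 13302 in basal TEB replicate 1 to 18269 in basal TEB replicate 2. After each library was thinned to 27989137 counts in total, the number ranged from 13302 to 18118, a thinning that does not equalise the counts outside mitochondrial genes. Of the genes tested, 25.5% had no count in basal TEB replicate 1, compared with 3.48% in basal TEB replicate 2. Identifiers without a gene symbol took between 2.37% and 12.3% of the counts.

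**Figure D1:**
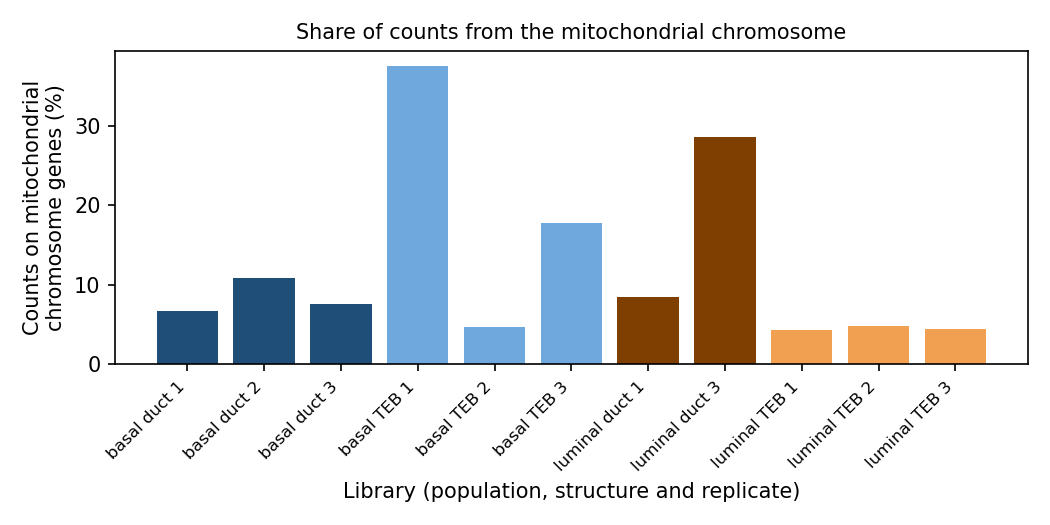
Share of counts (%) on genes of the mitochondrial chromosome, 1 bar for each of the 11 libraries, coloured by group. Basal TEB replicate 1 (37.5%) and luminal duct replicate 3 (28.5%) stand above the other libraries.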

Between 30 and 50 million read-pairs were successfully assigned to genes. Gene annotation was downloaded from the NCBI (12 February 2019). Downstream analysis used the edgeR package [28]. Low expressed genes were filtered using filterByExpr, and library sizes were normalized by the TMM method. Log2-fold expression changes between TEBs and ducts or between luminal and basal populations were computed using edgeR’s estimateDisp and glmFit functions.

### Data availability

Sequence data have been deposited in the GEO database under accession code GSE164017 and GSE164307.

## Results

### Heterogeneity within the embryonic mammary epithelium and skin

To construct an extended single cell atlas of the mammary gland, we profiled cells from late embryogenesis through to post-involution (Fig. 1a). The 10X Genomics Chromium platform was used to create scRNA-seq libraries for mammary epithelial cells across 9 developmental stages, yielding expression profiles for 132,599 cells after quality filtering (Table S1).

**Fig. 1:**
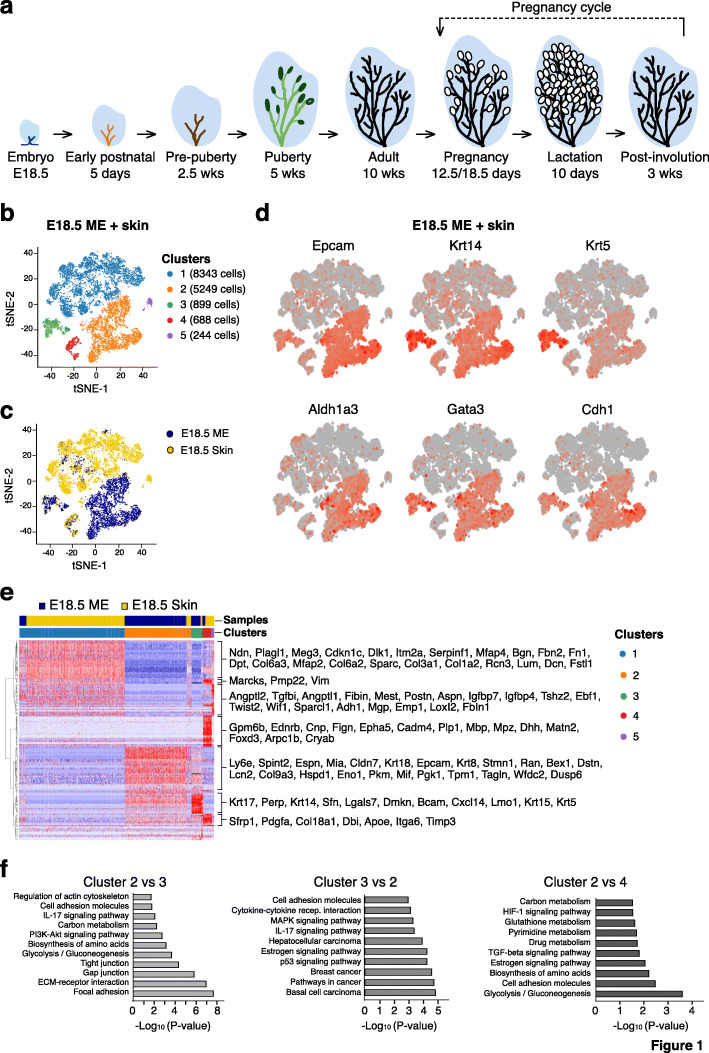
Heterogeneity among E18.5 mammary epithelium and adjacent skin cells. **a** Schematic diagram showing key developmental stages for the mouse mammary gland. **b** t-SNE plots showing the combined single cell transcriptomes of mammary epithelial cells and adjacent skin cells isolated from E18.5 embryos (n = 7 female embryos). Cell clusters identified by Seurat’s Louvain algorithm with resolution 0.03. **c** Same t-SNE plot as in **b** but colored by cell type: mammary epithelial cells (blue) and adjacent skin cells (yellow). **d** Same t-SNE plot as **b** and **c** but colored by relative expression (gray = low, red = high) of epithelial (*Epcam*), basal (*Krt14*, *Krt5*), and luminal (*Ecad*, *Aldh1a3*, and *Gata3*) genes. **e** Heat map showing relative log-expression of the top 30 marker genes for each cell cluster identified in Fig. 1b. **f** KEGG pathway analysis of genes differentially expressed between clusters shown in **b**

We began by addressing the molecular diversity among the embryonic mammary epithelium and adjoining epidermis at E18.5. Fluorescence from the *Lgr5-GFP-IRES-creERT2* knock-in mouse [14] was used to locate and dissect mammary rudiments. As the developing mammary gland is an ectodermal appendage closely associated with skin, we isolated adjacent skin to provide a control for epithelial purification. Lineage^–^ cells (depleted of endothelial and hematopoietic cells) were sorted by flow cytometry on the basis of CD24 and CD29 expression. Mammary epithelial cells expressed higher levels of CD24 (CD24^hi^) and *Lgr5-GFP* than the adjoining embryonic skin derivatives (Fig. S1A, B). Single cell transcriptomes were obtained for 6398 embryonic mammary epithelial (ME) cells and 9025 skin cells after quality control. To facilitate comparison of ME vs skin cells, the two single cell profiles were integrated using the Seurat pipeline [29]. Cell clustering of the integrated single cell profiles identified five clusters, as visualized by t-distributed stochastic neighbor embedding (t-SNE) dimension reduction in Fig. 1b. Marking cells according to tissue-origin underscored the distinct nature of each ectodermal tissue (Fig. 1c), with skin cells concentrated in clusters 1, 4, and 5 and ME cells in clusters 2 and 3.

Expression analysis of characteristic mammary epithelial genes (*Epcam*, *Krt14*, *Krt5*, *Aldh1a3*, *Gata3*, *Cdh1)* confirmed the mammary identity of clusters 2 and 3 (Fig. 1d). Hierarchical clustering based on the top expressed genes among the different clusters of the two tissues (Fig. 1e) revealed that in addition to mammary epithelial-specific genes (as above), cluster 2 expressed genes that were unique to the mammary rudiment (e.g., *Bex1/4*, *Dstn*, *Lcn2*, *Spint2*, *Espn*). Cluster 3 was characterized by strong expression of basal genes including *Krt5*, *Krt14*, *Krt17*, and *Cxcl14.* A single population, likely corresponding to cluster 2, was previously observed for Epcam^+^ primordial mammary cells at E18 [6]. For skin-derived cells, expression analysis indicated that the major cluster (#1) was enriched for fibroblast genes, while cluster 4 comprised cells that resembled fetal epidermal cells, which included expression of *Itga6* and *Epha5* (Fig. 1e). Conversely, low expression of embryonic skin/fibroblast genes was evident in the primordial mammary epithelial clusters (Fig. S1C). Some contamination of the ME cell preparation (blue) with adjacent epidermal cells is discernible in cluster 4 (Fig. 1c).

KEGG pathway analysis of ME clusters 2 versus 3 indicated that cluster 2 was enriched for focal adhesion, ECM-receptor interactions, tight junction interactions, PI3-Akt and IL-17 signaling. Conversely, the basal-like cluster 3 (high *Krt5* and *Krt14*) was enriched for estrogen signaling, breast cancer, as well as the p53, MAPK, and cytokine signaling pathways (Fig. 1f). These cells may possibly represent “intermediates” between embryonic mammary cells and the postnatal basal compartment (see also cluster 10 in Fig. 2d). Interestingly, the major ME subset was enriched for diverse metabolic pathways (e.g., glycolysis, glutathione, pyrimidine) and TGFβ signaling compared to embryonic epidermal cells.

**Fig. 2:**
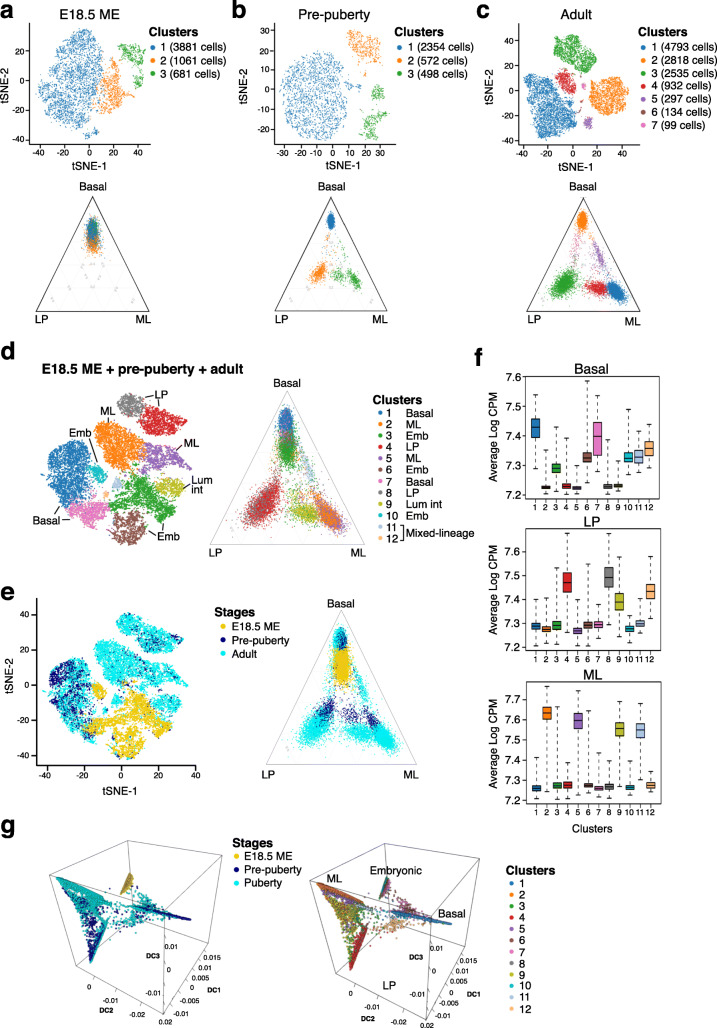
Molecular and cellular heterogeneity within the developing mammary epithelium. **a** t-SNE and ternary plots of C57BL/6-derived mammary epithelial cells from E18.5 embryos (n = 49 rudiments). Stromal contamination (see Fig. S2A) has been removed. Both plots show the same cells with the same cluster colors. In the ternary plot, each cell is positioned according to the proportion of basal, LP, or ML signature genes expressed by that cell. The three vertices of the plot correspond to cells expressing basal genes only, LP genes only, or ML genes only. Cells expressing equal numbers of basal, LP and ML genes are in the center of the plot. **b** Same as in **a** but for mammary epithelial cells from pre-pubertal C57BL/6 mice (2 weeks; n = 32 mice; cluster resolution 0.01). **c** Same as in **a** but for mammary epithelial cells from C57BL/6 adult mice (10 weeks; n = 5 mice; cluster resolution 0.2). **d** t-SNE and ternary plots of all cells from E18.5, pre-pubertal, and adult mice (as shown in **a**–**c**) after Seurat integration. Cells clustered with resolution 0.45. **e** Same plots as in **d** but colored according to developmental stage. **f** Box plots of lineage-specific expression signatures for the same cells and clusters as in **d**. Each epithelial cell was interrogated with the expression signatures for the human basal, LP, and ML cell types. Vertical axis shows average expression of cell population signature genes as log2 counts per million. **g** Diffusion maps of E18.5, pre-pubertal, and adult mammary glands cells according to developmental stage (left) and cell clusters (right)

### Integrated analysis of embryonic, prepubertal, and adult mammary epithelial cells highlights the unique landscape of embryonic cells

To further understand the molecular changes that accompany postnatal development, we determined the single cell transcriptomes of sorted mammary epithelial cells (Lin^–^CD29^hi^CD24^+^) from prepubertal (2 weeks) C57BL/6 mice and compared them with those of E18.5 and adult mammary epithelial cells of the same strain. Cell clustering and expression analysis identified small clusters of contaminating skin or stromal cells (Fig. S2A, B), thus for subsequent analyses to probe epithelial cell relationships, the stromal clusters were removed and the remaining cells reclustered (Fig. 2a–c).

To display the lineage identity of the clusters, we used ternary plots to position each cell according to its expression of > 2400 known markers of the basal, LP, and ML epithelial subtypes [9, 19] (Fig. 2a–c lower panels). The ternary plot shows that E18.5 ME cells exhibit substantially more molecular homology with basal than luminal cells, with little evidence of lineage bifurcation (Fig. 2a). The ternary plots also demonstrate that prepubertal cells (Fig. 2b) differ markedly from embryonic epithelial cells and are more similar to those in the adult gland (Fig. 2c). In 2-week-old glands (days 15–17), clusters corresponding to emergent basal, LP, ML could be detected, in addition to a luminal intermediate (Lum Int) cluster that was previously detected in pubertal and adult mammary glands upon scRNA-seq analysis [9] (Fig. 2b). These data indicate that lineage segregation commences prior to 2 weeks of age, in agreement with the findings of Giraddi et al. [6]. The scRNA-seq analysis of 4037 cells performed here differs from our previous analysis of 2-week-old glands (~ 120 cells), which resulted in the preferential isolation/capture of basal-like cells and led to the interpretation that segregation occurs closer to the onset of puberty [9].

To compare the molecular profiles of 2 week (prepubertal) epithelial cells with those in the early postnatal period, we performed scRNA-seq analysis on day 5 postnatal glands. The array of epithelial cell clusters at these two time points differed markedly (Fig. S2A, B). Based on expression of lineage marker genes, a basal (#4) and three basal-like clusters (#1, 3, 6) were distinguished at day 5, in addition to a diffuse luminal population (Fig. S2A, B), indicating the presence of basal- and luminal-biased cells shortly after birth. Both basal- and luminal-oriented intermediate cells were previously described at postnatal day 4 [6]; however, the basal compartment analyzed at postnatal day 5 shows substantially more heterogeneity with at least 4 clusters apparent (Fig. S2A, B). Cluster 4 in P5 glands may represent more mature myoepithelial cells based on expression of *Myh11* and *Acta2* (Fig. S2B), as well as *Lama1*, *Myl9* and *Mylk*. In 2-week-old prepubertal female mice, more defined lineages were evident (Fig. S2A, B), indicating evolution of the transcriptome during the period of isometric ductal growth between day 5 and days 15–17.

The compare cell populations more closely across the three developmental stages (embryonic, prepubertal, and adult cells from C57BL/6 mice), we integrated the three scRNA-seq stage-specific profiles and re-clustered, revealing 12 cell clusters and clear differences between the stages (Fig. 2d, e). The integrated profiles confirmed and complemented results from the individual profiles. The primordial epithelial cells from the E18.5 embryos were confirmed to harbor a unique transcriptional pattern that is basal-like but with lower basal signature expression than that of adult basal cells. The lineage identity of each cluster was indicated by the ternary plot and was further quantified by computing lineage expression signatures for each cell (Fig. 2f). As anticipated, the adult gland comprised basal, LP, ML, and Lum Int populations. While prepubertal cells showed overlap with adult basal cells, the two LP and ML populations in 2-week-old mice only partially overlapped with the definitive lineages in the adult, suggesting an intermediate state (Fig. 2e, ternary plot). The basal-like clusters 3, 6, and 10 contained mainly embryonic cells. Basal cluster 7 showed a wide range of basal signature expression and appeared to contain subclusters of embryonic, prepubertal, and adult cells with increasing levels of basal lineage gene expression. Exploration of potential lineage trajectories in pseudo-time further highlighted the unique nature of embryonic cells (Fig. 2g), comprising a small subset of basal-like intermediates, together with the bifurcation of postnatal cells into the definitive basal, LP and ML lineages.

Hierarchical analysis of the most highly expressed genes in each cell cluster across the different developmental stages highlighted the following features (Fig. S3A): (1) most cells in the embryonic rudiment exhibit a unique profile, showing little overlap with the luminal lineages; (2) the signature of embryonic basal-like cells differs from definitive basal/myoepithelial cells in the adult mammary gland. Embryonic mammary cells within cluster 7 are most basal-like but express low levels of many genes that characterize the adult basal compartment and high levels of *Igfbp2* and *Serpine2*; (3) embryonic clusters 3, 6, and 10 are enriched for genes associated with proliferating cells; (4) for prepubertal versus adult cells, differing profiles were observed for several ML-associated genes (e.g., *Krt7*, *Areg*, *Piezo2*, *Tspan13*, *Glu1*, *Epcam*, *Ets2*, *Jund*) as well as LP genes (*Epcam*, *Jund*, *Gas6*); and (5) clusters 11 and 12 exhibit mixed-lineage features (Fig. S3A). Expression plots for cardinal basal and luminal lineage-specific genes are shown in Fig. S3B. As anticipated, most but not all embryonic cells express the proliferation marker *Mki67*.

To gain insight into the molecular relationships between the clusters and the intrinsic breast cancer subtypes, expression scores for each of the 12 clusters were computed for 337 breast tumors of different subtypes [30] (Fig. S4). Embryonic mammary cluster 6 aligned with the basal-like subtype while clusters 7 and 10 were most concordant with claudin-low cancers. The largest embryonic cluster (#3) did not align with any particular subtype. As expected, the definitive cell lineages, basal, LP and ML, aligned most closely with the claudin-low, basal-like, and Lum A subtypes, respectively [31].

### Delineation of epithelial heterogeneity in dissected TEBs versus ducts at the single cell level

To further understand molecular heterogeneity within the TEB structures that drive ductal morphogenesis [3], mammary ducts and TEB regions were dissected from 5-week-old *E-cadherin-GFP* knock-in mice [15] using GFP to highlight TEBs under a stereomicroscope (Fig. 3a and Fig. S5A). Epithelial cells (Lin^–^CD24^+^CD29^+^) were sorted from the micro-dissected portions by flow cytometry and then captured for scRNA-seq analysis (Fig. S5B-D). The ductal and TEB single cell profiles were integrated and cells were clustered into three dominant populations (Fig. 3b, c). Positioning cells on a ternary plot identified the three clusters as corresponding to ML, basal, and LP populations respectively and positioned a subset of cluster 1 as a LP-ML intermediate population (Fig. 3b). These cluster identities were confirmed by coloring cells by their expression of basal, LP, and ML signature scores (Fig. 3d). The luminal populations (both LP and ML) in the body layers of TEB structures appear to harbor a more intermediate signature relative to ductal luminal cells (Fig. 3c). The expression of canonical luminal and basal-specific genes plotted on the different clusters indicated that each major population comprised a substantial subset of proliferating *Mki67+* cells (Fig. 3e). Consistent with recent findings [32], *Tspan8* was not expressed in basal cells of the TEB units.

**Fig. 3:**
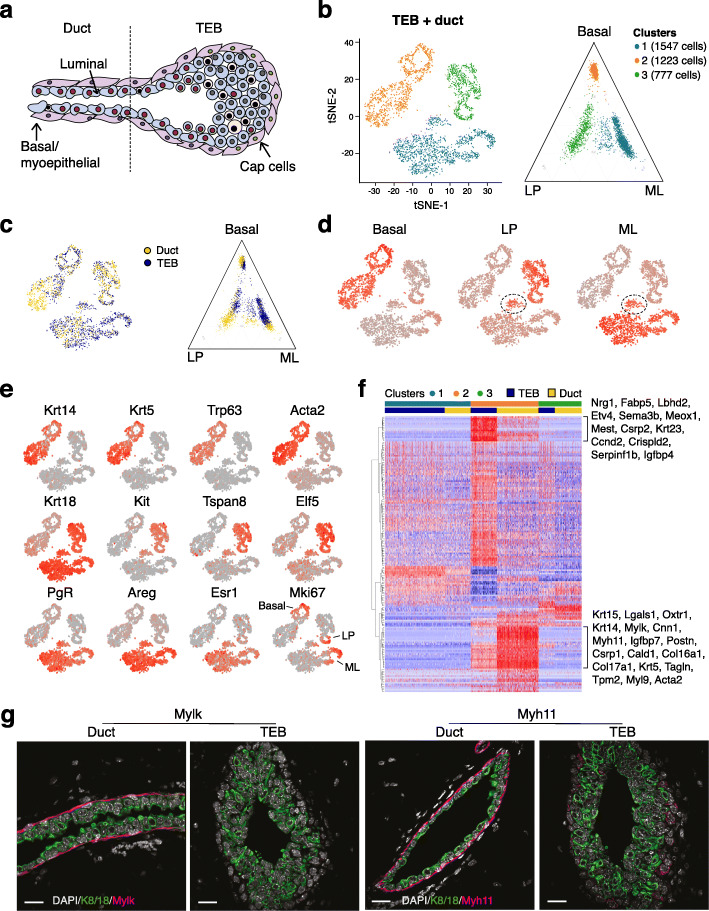
Single cell transcriptomes of terminal end buds and subtending mammary ducts in puberty. **a** Schematic diagram of the structure of the terminal end bud (TEB) that characterizes the ductal tree during puberty. **b** t-SNE and ternary plots of the integrated scRNA-seq transcriptomes of epithelial cells from microdissected TEBs and subtending ducts colored by cell cluster (n = 3 *Ecadherin-GFP* mice). Ternary plot positions the cells by expression of known lineage signature genes as described above. **c** Same t-SNE and ternary plots as in **b** but colored by cellular structure: TEBs (blue) and ducts (yellow). **d** Same t-SNE plot as in **b** and **c** but colored by basal, LP and ML signature scores. The cells marked with a dotted circle express both LP and ML signatures and match the intermediate LP-ML subset visible in the ternary plot in **b**. **e** t-SNE expression plots for typical epithelial markers and the proliferation marker Mki67. **f** Heatmap showing relative expression for 164 genes DE between TEB (blue) vs ductal (yellow) cells in the basal compartment. Red = high expression; blue = low expression. **g** Co-immunofluorescence labeling of sections from 5-week-old glands (TEBs and ducts) for expression of Keratin K8/K18 (green), Mylk, or Myh11 (pink). DAPI is shown in gray. Scale bars, 20 μm

Differentially expressed (DE) genes were identified between TEB and ductal cells within each of the three clusters in Fig. 3b, resulting in 164, 28, and 35 DE genes for the basal, LP, and ML clusters respectively (Bonferroni adjusted p < 0.05). Figure 3f shows expression values by cell for the 164 basal DE genes. Genes preferentially expressed in TEBs include *Nrg1*, *Sema3b*, *Meox1*, and *Ccnd2* while *Postn*, *Col16a*, and genes important for contractile activity (*Myh11*, *Myl9*, *Mylk*, *Acta2*), were among the top DE genes for duct-enriched basal cells. Co-immunofluorescence staining for Myh11 (heavy chain) or Mylk (light chain) confirmed substantially higher levels in the basal layer of ducts (Fig. 3g). Thus, genes required for myoepithelial cell contractility and extracellular matrix proteins were found to be significantly upregulated in ductal versus TEB basal cells of pubertal mammary glands.

### Differential chromatin accessibility in basal cells of TEB and ductal structures

To better understand the molecular features of TEBs, we further analyzed the cellular compartments of TEBs and ducts by Assay for Transposase Accessible Chromatin (ATAC) sequencing. Given the limiting numbers of cells from dissected structures, a bulk population approach was adopted. Principal component analysis (PCA) revealed that chromatin accessibility differed dramatically between TEB and duct cells for the basal compartment (Fig. 4a). Peak analysis of basal and luminal populations for TEBs and ducts demonstrated that sites distal to the transcriptional start site (TSS) tend to exhibit more variable accessibility between cell types, and result in a large number of unique peaks, especially beyond 10 kb from the nearest TSS, when merged (black bars) (Fig. 4b). However, peaks were more frequent per kb close to the TSS rather than at distal sites. While thousands of sites demonstrated differential accessibility in the basal populations (Fig. 4c), a smaller number of loci differed between the TEB and duct luminal populations. Relative to duct cells, differentially accessible (DA) peaks in the TEB populations were predominantly found distal to the TSS. Interrogation of genome-wide accessibility of genes showed a high level of accessible chromatin that was proximal to or overlapping the TSS within the basal duct versus the basal TEB population (Fig. 4c, d). Moreover, many peaks enriched in the ductal luminal populations were observed to be highly accessible in basal duct cells (Fig. 4e). By contrast, most DA peaks in basal duct cells were less intense in the luminal duct population. The chromatin accessibility of lineage signature genes (TSS and the surrounding ± 10 kb) correlated with their expected expression in the cell populations (Fig. 4f). Despite ductal basal cells exhibiting strong expression of the Basal-up, LP-down, and ML-down signatures, their chromatin appeared open at the TSSs of most signature genes (Fig. S6A). This bi-lineage chromatin profile was less apparent in TEB-enriched basal cells, which showed a significant decrease in accessibility for all signature gene comparisons (e.g., P values of 2.58 × 10^−8^, 2.08 × 10^−8^, and 1.45 × 10^−8^ for LP-up, ML-up, and Basal-down signatures, respectively) (Fig. 4f and Fig. S6A). These data suggest that bi-lineage chromatin profiles are established following ductal elongation. 

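The signature gene lists were not used here. For 9 of the basal genes named in the paper (Krt5, Krt14, Krt17, Trp63, Acta2, Sparc, Myh11, Postn and Lgr5), the mean log2 CPM, with a prior count of 2, was 10.41 ± 0.19 (SD, n = 3) in basal duct and 7.85 ± 0.61 (SD, n = 3) in basal TEB. In luminal cells the same genes averaged 3.48 ± 0.80 (SD, n = 2) in ducts and 1.07 ± 0.29 (SD, n = 3) in TEBs. The 5 luminal progenitor (LP) markers Elf5, Tspan8, Aldh1a3, Cd14 and Prom1 averaged 0.84 ± 0.34 (SD, n = 3) in basal duct, -0.23 ± 0.76 (SD, n = 3) in basal TEB, 6.62 ± 0.07 (SD, n = 2) in luminal duct and 5.49 ± 0.27 (SD, n = 3) in luminal TEB. The 6 mature luminal (ML) genes Esr1, Pgr, Areg, Krt7, Tspan13 and Piezo2 averaged 1.95 ± 0.47 (SD, n = 3), 1.51 ± 1.56 (SD, n = 3), 8.66 ± 0.63 (SD, n = 2) and 8.58 ± 0.31 (SD, n = 3) in the same order of groups. The basal libraries of the 2 structures thus overlapped in the averages of the LP and ML genes, and were separate in the average of the basal genes. For the LP markers the lowest basal duct library was at 0.60 and the highest basal TEB library at 0.64. With a prior count of 0.25, the LP average in basal TEB moved to -1.06, as several of these genes have few counts there. Of the 5 LP markers 3 were lower in basal TEB, among them Tspan8, which the paper describes as absent from basal cells of TEBs. Tspan8 was at 13.5, 8.55 and 8.93 CPM in basal duct and 0, 0.926 and 1.62 CPM in basal TEB. Its log2 fold change of -3.54 did not pass the threshold (FDR 0.0704, edgeR's quasi-likelihood test, Benjamini-Hochberg), and 5 of 25 alternatives called it.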

Compatible with this finding, most DA peaks within the TEB basal population were highly accessible only in these cells, contrasting with DA peaks in the TEB luminal population, which appeared more accessible in other cell types (Fig. 4e). Further investigation of TEB basal peaks revealed that 13% resided within repeat elements (Fig. S6B). These may be involved in defining the basal chromatin landscape within TEBs but this is yet to be determined.

**Fig. 4:**
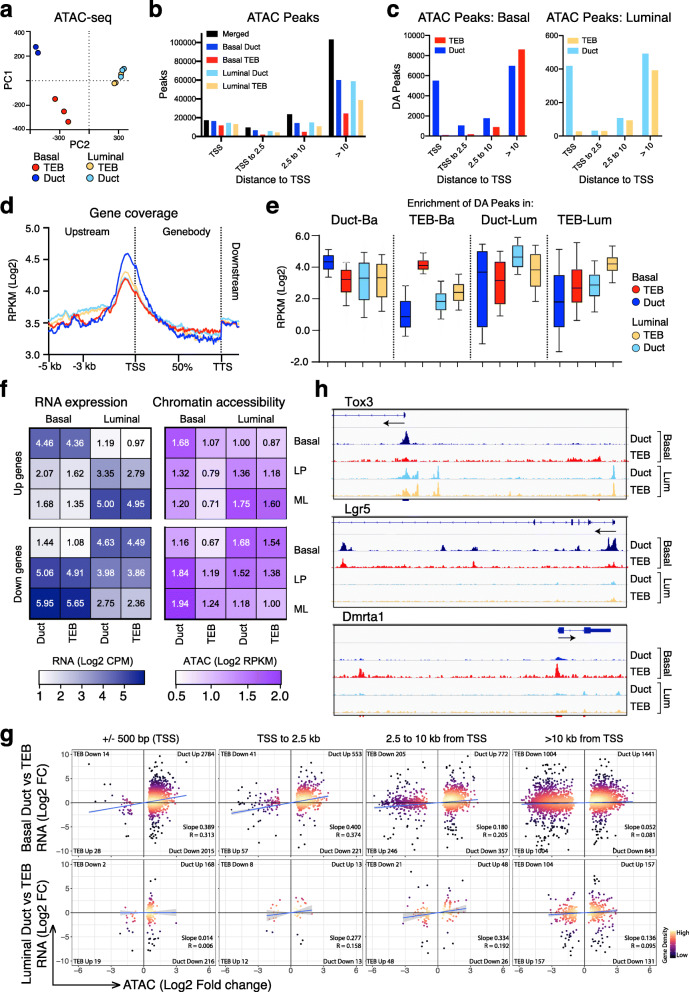
Bipotent promoter chromatin accessibility is established within basal ductal cells during puberty. **a** Principal component analysis (PCA) of ATAC-seq profiles (represented by log2-RPKM intensities for merged peaks) for TEB and duct basal and luminal populations. **b** Number of peaks identified in each cell population classified by distance to the nearest transcription start site (TSS). Overlapping peaks between cell populations have been merged to make consistent peak boundaries across all populations. Black bars show total number of peaks after merging those called in each of the four cell populations (colored bars). **c** Differential accessibility between TEBs and ducts for the basal and luminal populations respectively (FDR < 0.05). Peak genomic regions are categorized based on the distance to their nearest TSS as in **b**. **d** Chromatin accessibility averaged over all genes from 5 kb upstream of TSS to 1 kb downstream of transcription termination site (TTS). **e** Average intensities of DA peaks in the different cell populations. Panels from left to right show peaks that are significantly more accessible in ductal vs TEB basal cells, TEB vs ductal basal cells, ductal vs TEB luminal cells, and TEB vs ductal luminal cells respectively. Within each panel, boxes show average log2-RPKM of the same peak regions in basal ducts (blue), basal TEBs (red), luminal TEBs (yellow), and luminal ducts (light blue). Boxes show median, quartiles and 10th and 90th percentiles. **f** Average RNA expression and chromatin accessibility of lineage signature genes. Top panels show results for positive signature genes for the basal, LP, and ML epithelial cell populations respectively and lower panels show results for negative signature genes [19]. Left panels show average log-expression (log2 counts per million) from bulk RNA-seq for the signature genes in basal and luminal cells from ducts and TEBs. Right panel shows average ATAC-seq coverage within 10 kb of the TSS of the same genes in the same cell populations. ATAC-seq coverage is represented as log2(RPKM+1) for the 20 kb TSS neighborhoods, ignoring ATAC-seq reads not associated with a MACS peak. **g** Scatterplots of genewise expression changes in TEBs vs ducts vs accessibility changes in the same genes. Expression and accessibility are both represented as log2-fold-changes (log2 FC). Upper panels show results for basal cells, lower panels for luminal cells. Panels left to right show results for ATAC-seq peaks within 500 bp of a TSS, 0.5–2.5 kb from a TSS, 2.5–10 kb from a TSS or > 10 kb from a TSS. Only peaks that are DA for the relevant comparison are plotted. Each DA peak is matched with the expression fold-change for the nearest gene. For each plot, the number of genes in each quadrant is shown, along with the linear regression slope and R value. **h** Coverage plots of chromatin accessibility in the different cell populations for key lineage-specific genes

We next correlated differential gene expression with accessibility changes in the vicinity of genes. 

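Basal TEB and basal duct cells differed in 230 of the 17370 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 29 higher and 201 lower in TEBs. In luminal cells 245 genes differed, 111 higher and 134 lower in TEBs. Between cell types the numbers were larger, 3878 genes in ducts (2191 higher in basal cells) and 4354 in TEBs (2298 higher in basal cells). The median absolute log2 fold change over the tested genes was 0.49 for TEBs against ducts in basal cells, 0.58 in luminal cells, 0.92 for basal against luminal cells in ducts and 0.87 in TEBs. CPM values of the groups did not overlap for 20.8% of genes in the basal comparison of TEBs and ducts, where 10% would be given by chance, and for 43.7% in the luminal one, where chance gives 20%. The numbers for TEBs against ducts depended on single libraries. In basal cells, leaving out a basal duct library gave 90, 101 and 254 genes (replicates 1, 2 and 3), leaving out a basal TEB library gave 145, 399 and 59, leaving out luminal duct replicate 1 or 3 gave 356 or 349, and leaving out a luminal TEB library gave 125, 126 and 121. In luminal cells the numbers were 1305 without luminal duct replicate 1 and 174 without replicate 3, 54, 76 and 37 without luminal TEB replicates 1, 2 and 3, 150, 349 and 161 without the basal duct replicates, and 436, 287 and 148 without the basal TEB replicates. The share called higher in TEBs, 45.3% in luminal cells, moved between 19.7% (without luminal TEB replicate 2) and 58.2% (without luminal duct replicate 1), and that of basal cells, 12.6%, between 1.11% (without basal duct replicate 1) and 21.3% (without basal duct replicate 3). Limma voom with sample quality weights gave 59 higher and 250 lower genes in luminal cells, where limma voom without the weights gave 129 and 222. The replicate block gave 38 and 87. In basal cells the share called higher in TEBs was 25.9% by DESeq2, 29.8% by the likelihood ratio test and 31.1% by limma voom. As a ratio, the alternative that moved the basal number most was scaling by library size alone, without composition normalization, which gave 57 genes, 56 of them among the 230, with 1.75% higher in TEBs in place of 12.6%. That scaling moved the median log2 fold change of all genes from -0.03 to -0.16 in the basal comparison and from 0.04 to 0.42 in the luminal one. In TEBs it lowered the share of calls higher in basal cells from 52.8% to 37.2%. The highest number for the basal comparison, 874 genes, came from the Wald test of DESeq2. On simulated counts with 200 known changes of 3 log2 units for the basal comparison, that test gave 29% false calls, and the quasi-likelihood test gave 3.1%. The simulation used edgeR's own estimate of each gene's spread, alike in every library, so the shares may differ in the real libraries.
Of 43 genes selected from those the paper names, 5 differed between basal TEB and basal duct over all genes tested (Krt5, Krt14, Krt17, Krt18 and Lgr5), and 20 did when adjusted over the list alone. In luminal cells 9 differed over all genes (Mylk, Myh11, Myl9, Mme, Acta2, Krt5, Krt14, Krt17 and Gata3) and 17 did when adjusted over the list alone. Several of the 43 genes are examples that the study chose with the same libraries in hand, so the counts adjusted over the list alone are not independent evidence. Of the 9 luminal genes all but Gata3 are basal or contractile genes, for which basal cells in the luminal duct libraries stay a candidate source. Luminal Gata3 was at 333 and 413 CPM in ducts and 163, 127 and 185 CPM in TEBs (log2 fold change -1.23, FDR 0.0241, edgeR, Benjamini-Hochberg). It lost its call without luminal TEB replicate 1 (0.0795), 2 (0.0882) or 3 (0.0714). Among the genes with a mean log2 CPM of at least 4, the largest differences between basal and luminal cells were in Moxd1 (log2 fold change 9.95), Lama1 (9.59) and Reln (9.52), higher in basal cells, and Dmbt1 (-9.81), Areg (-9.07) and Gpx3 (-8.50), lower in basal cells, for ducts, with -6.24 for Gpx3 without luminal duct replicate 1 and -12.01 for Dmbt1 without basal duct replicate 3. For TEBs they were in Adamts18 (10.71), Igfbp2 (10.22) and Lama1 (9.92), and in Upk3a (-8.77), Cited1 (-8.70) and Fgb (-8.51), the last 3 at -9.82, -10.22 and -9.98 without basal TEB replicate 2.

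**Figure D2:**
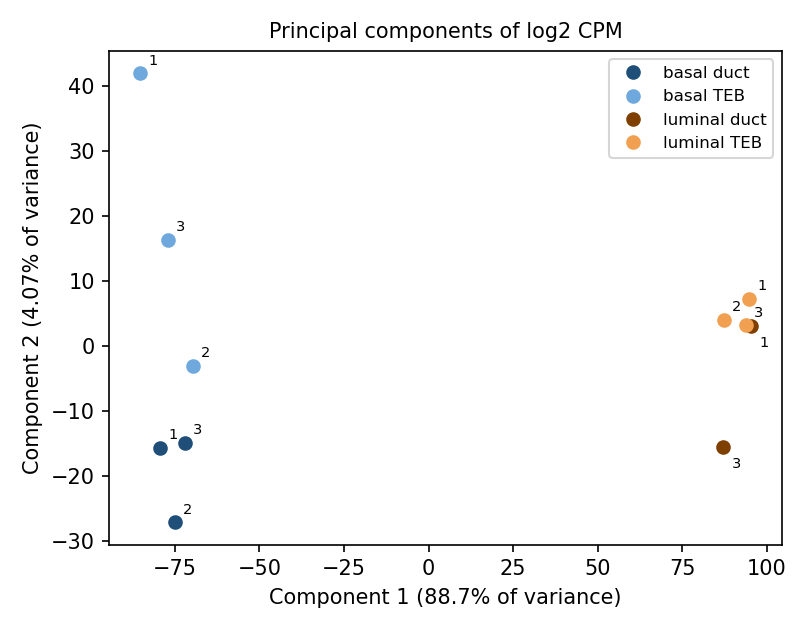
Principal components of log2 CPM over the 500 most variable genes, with 1 point for each of the 11 libraries labelled by replicate number. Component 1 (88.7% of the variance) separates basal from luminal cells, and component 2 (4.07%) spreads the basal TEB libraries. On component 2 the basal TEB libraries (41.9, -3.00 and 16.4) do not overlap the basal duct libraries (-15.6, -27.0 and -14.8).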

As expected, increased accessibility was positively correlated with increased expression, especially within 2.5 kb of a TSS (Fig. 4g and Fig. S6D). Accessibility of peaks within the basal duct population strongly correlated with gene expression, as 60–70% of basal duct DA peaks demonstrated increased accessible chromatin and expression of their nearest gene regardless of distance to the TSS (Fig. 4g and Fig. S6D). In the other populations, this association was essentially limited to the TSS and proximal region. The association of distal element (beyond 2.5 kb from a TSS) accessibility with gene expression appeared stronger across cell types than between cellular structures (ducts vs TEBs). DA peak analysis of basal versus luminal populations (Fig. S6C) showed that > 66% of peaks greater than 2.5 kb from a TSS that are more accessible in basal cells positively associate with gene expression (Fig. S6D), suggesting that distal elements (putative enhancers) within the basal population affect their nearest gene.

Since duct basal cells exhibited a high level of TSS accessibility genome-wide, whereas the luminal subsets tended to show increased accessible chromatin within a 10 kb region proximal to the TSS (Fig. 4c and Fig. S6C), we further analyzed the regions surrounding lineage-specific signature genes (Fig. S6A). For genes within the Basal-up, LP-down, and ML-down signatures, each basal population exhibited a high level of accessible chromatin at the TSS and within the surrounding 10 kb, reflecting a strong correlation between accessibility and gene expression. The luminal and basal ductal populations exhibited similar TSS accessibility for signature genes. In luminal cells, the genes in the ML-up and Basal-down signatures displayed an increased level of chromatin accessibility proximal to the TSS (± 10 kb), which was not seen in basal cells. Examples of TSS proximal-acquired accessibility in luminal cells can be seen for luminal genes including the transcription factor *Tox3* and the fatty acid gene *Faah* (Fig. 4 h and Fig. S6E). Interestingly, accessibility of peaks within 10 kb and peaks > 10 kb from genes in the LP- and ML-down and Basal-up signatures was enriched in luminal cells. These open sites may represent novel silencer elements.

The TSS was found to be highly accessible in canonical basal genes including *Krt5* and *Postn* for basal duct and TEB cells and *Lgr5* in ductal cells (Fig. 4h and Fig. S6E). Of note, expression of *Lgr5* has been previously shown to be restricted to basal duct cells [33, 34]. 

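Dmrta1 (Entrez gene 242523) lies on chromosome 4 of mm10 from 89688198 to 89694766 and Htr5b (Entrez gene 15564) on chromosome 1 from 121509758 to 121529312, and both are annotated as protein-coding. Dmrta1 was at 0 counts in basal duct replicates 1 and 2 and at 20 counts in replicate 3, and had 35, 181 and 166 counts in the basal TEB replicates. Its expression was 0.171 ± 0.296 CPM (SD, n = 3) in basal duct and 3.49 ± 1.34 CPM (SD, n = 3) in basal TEB, and all 3 TEB libraries exceeded all 3 duct libraries. A count of 0 allows up to 0.0599 and 0.0789 CPM in those 2 duct libraries, a limit of 3 counts that covers counting error only. The log2 fold change was 4.34 (standard error 2.27, FDR 0.412, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the difference did not pass the threshold. Without basal duct replicate 3 no count is left in basal duct to set a fold change, and the FDR was 0.173 (edgeR, Benjamini-Hochberg). Htr5b was at 0.559, 0 and 14.2 CPM in the basal duct replicates, and at 24.7, 19.9 and 25.7 CPM in the basal TEB replicates. Its log2 fold change was 2.26 (standard error 1.55, FDR 0.545, same edgeR test and Benjamini-Hochberg adjustment), and the spread came from the duct libraries, since without basal duct replicate 3 the log2 fold change was 6.35 (FDR 0.124, edgeR, Benjamini-Hochberg). Limma voom, an alternative test, called both genes, with an FDR after Benjamini-Hochberg adjustment of 0.0205 for Dmrta1 and 0.0467 for Htr5b. Over all the alternatives the FDR ranged from 0.0205 to 0.655 for Dmrta1 and from 0.0467 to 0.802 for Htr5b. In luminal cells Dmrta1 had 4 counts in the 3 TEB libraries together and Htr5b had 11, and neither had a count in ducts.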

Very few gene TSSs, such as *Dmrta1* and *Htr5b*, exhibited TEB-specific accessible chromatin together with enrichment of expression (Fig. 4 h and Fig. S6E). 

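The luminal keratin genes Krt8 (Entrez gene 16691, chromosome 15 of mm10, 101996711 to 102004342) and Krt18 (Entrez gene 16668, chromosome 15, 102028216 to 102032026) are neighbours. In luminal cells Krt8 was at 4820 ± 2144 CPM (SD, n = 2) in ducts and 4905 ± 242 CPM (SD, n = 3) in TEBs, a log2 fold change of 0.03 (standard error 0.28, FDR 0.994, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed without luminal duct replicate 3 (-0.37) or luminal TEB replicate 1 (-0.038), it was 0.57 without luminal duct replicate 1, and no alternative called it (FDR between 0.182 and 1, Benjamini-Hochberg, edgeR and the other tools). Luminal Krt18 was at 3739 ± 313 CPM (SD, n = 2) in ducts and 2293 ± 133 CPM (SD, n = 3) in TEBs, with a log2 fold change of -0.71 (standard error 0.24, FDR 0.17, same edgeR test with Benjamini-Hochberg adjustment). The Wald test of DESeq2 (FDR 0.0167), limma voom (0.0156) and limma voom with sample quality weights (0.0172) called it, within a range of 0.0156 to 0.664 over the alternatives (Benjamini-Hochberg in each). In basal cells Krt8 was at 342 ± 33.2 CPM (SD, n = 3) in ducts and 206 ± 7.80 CPM (SD, n = 3) in TEBs, and its log2 fold change of -0.73 (standard error 0.25) did not pass the threshold (FDR 0.215, edgeR, Benjamini-Hochberg). Of the alternatives, DESeq2 alone called basal Krt8 (FDR 0.0107, the lowest of a range up to 0.547, Benjamini-Hochberg). Basal Krt18 was at 59.2, 102 and 70.6 CPM in the duct replicates and 19.8, 20.5 and 18.5 CPM in the TEB replicates. Its log2 fold change was -1.98 (standard error 0.23, FDR 0.00197, edgeR, Benjamini-Hochberg), and with each library left out in turn it stayed between -2.17 and -1.73, past the threshold each time. The difference between the 2 cell types in the change of Krt18 was -1.27 (standard error 0.33, FDR 0.132, edgeR, Benjamini-Hochberg), with a range of 0.00427 to 0.476 over the alternatives. Other luminal-specific genes were also counted in basal duct libraries, at a median of 1.23% of their level in luminal duct, whereas the fall of Krt18 would need 1.54%, and from basal duct to basal TEB the median gene of these fell by 0.259% of that level.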

No difference in expression or accessibility was found between the TEB versus duct regions for the luminal marker genes *Krt8* and *Krt18* (Fig. S6E). Taken together, these data corroborate the role of chromatin accessibility in defining lineage-specific gene expression. 

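Tox3 (Entrez gene 244579, chromosome 8 of mm10, 90247110 to 90349029) was at 16.8 ± 8.27 CPM (SD, n = 2) in luminal duct and 17.8 ± 5.17 CPM (SD, n = 3) in luminal TEB. In basal cells it had 1 count in the 3 duct libraries together and 3 counts in the 3 TEB libraries. Basal and luminal cells differed in Tox3 in ducts (FDR 6.02e-05) and in TEBs (FDR 6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No fold change is given, since the basal counts are too few to set one. Faah (Entrez gene 14073, chromosome 4, 115996668 to 116018837) was at 27.8 ± 7.93 CPM (SD, n = 2) in luminal duct, 41.4 ± 0.830 CPM (SD, n = 3) in luminal TEB, and 0.272 ± 0.237 and 0.132 ± 0.180 CPM (SD, n = 3 each) in basal duct and basal TEB. Its difference between basal and luminal cells passed the threshold in both structures (log2 fold change -6.69 in ducts, FDR 0.000355, and FDR 9.88e-05 in TEBs, edgeR, Benjamini-Hochberg). No fold change is given for Faah in TEBs, where 16 of its 17 basal counts are in replicate 2. Neither gene differed between TEBs and ducts within a cell type (lowest FDR 0.666, edgeR, Benjamini-Hochberg).
Postn (Entrez gene 50706, chromosome 3, 54359267 to 54391041) was at 1587 ± 415 CPM (SD, n = 3) in basal duct and 80.7 ± 81.7 CPM (SD, n = 3) in basal TEB. The log2 fold change of -4.29 (standard error 0.97) had an FDR of 0.0575 in edgeR with Benjamini-Hochberg adjustment. It passed the threshold without basal TEB replicate 2 (FDR 0.0305), luminal duct replicate 1 (0.0112) or luminal duct replicate 3 (0.0105), with an FDR between 8.47e-05 and 0.256 over the alternatives (edgeR and other tests, Benjamini-Hochberg). Lgr5 (Entrez gene 14160, chromosome 10, 115450314 to 115587780) was at 136, 104 and 57.9 CPM in the basal duct replicates and at 0.115, 2.17 and 0.364 CPM in the basal TEB replicates. The log2 fold change was -6.69 (standard error 0.95, FDR 0.00585, edgeR, Benjamini-Hochberg), and the call held in all 25 alternatives. Another counted gene, A930009A15Rik, overlaps Lgr5, and reads of the overlap are uncertain. Basal exceeded luminal cells in ducts for Krt5 (log2 fold change 6.90), Postn (5.00) and Lgr5 (5.11), all past the threshold, and without luminal duct replicate 3 the value for Postn was 8.30. In TEBs the difference in Lgr5 did not pass it (log2 fold change 2.33, FDR 0.0876, edgeR, Benjamini-Hochberg), and 5 of 25 alternatives called it, which were the Wald test of DESeq2 (0.0298), the likelihood ratio test (0.0467), leaving out basal TEB replicate 1 (0.0381) or luminal TEB replicate 1 (0.0331), and leaving out basal TEB replicate 1 and luminal duct replicate 3 together, in a range up to 0.74. Its log2 fold change was 0.47 without basal TEB replicate 2 and 3.79 without luminal TEB replicate 1. For Postn in TEBs the call was lost in limma voom alone (FDR 0.0623, Benjamini-Hochberg, the highest of a range from 2.16e-05).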

The genome-wide increase in promoter accessibility in ductal basal cells may be linked to the renewal, activation and/or differentiation potential of these cells.

### Comparison of scRNA-seq expression profiles of different adult strains

As different mouse strains have been used in the field for scRNA-seq studies, we investigated the level of similarity across them by determining the single cell transcriptomes of adult mammary epithelial cells derived from three different strains: C57BL/6, FVB/N and SWISS (CD1-like). All strains appeared similar by scRNA-seq analysis (Fig. 5a). Clustering identified the usual basal, LP, and ML populations and some intermediates (Fig. 5b). Separating the t-SNE plot by strain indicated that C57BL/6 glands have less cells in a subcluster of the basal compartment, while SWISS glands were noted to contain more *Mki67*+ cells within each of the major subsets (basal, LP, ML) (Fig. 5c). These proliferative clusters may reflect different stages of the estrus cycle [8, 9] or higher numbers of proliferative intermediates in SWISS mice. Overlaying the basal, LP, ML, and stromal expression signatures onto the combined t-SNE plot showed expression of the appropriate signature in each of the three major epithelial clusters and identified a small stromal population (Fig. 5d), with lineage markers shown in Fig. 5e. In summary, although molecular differences between the strains were detectable, further analyses are required to determine whether SWISS mice comprise more cellular intermediates.

**Fig. 5:**
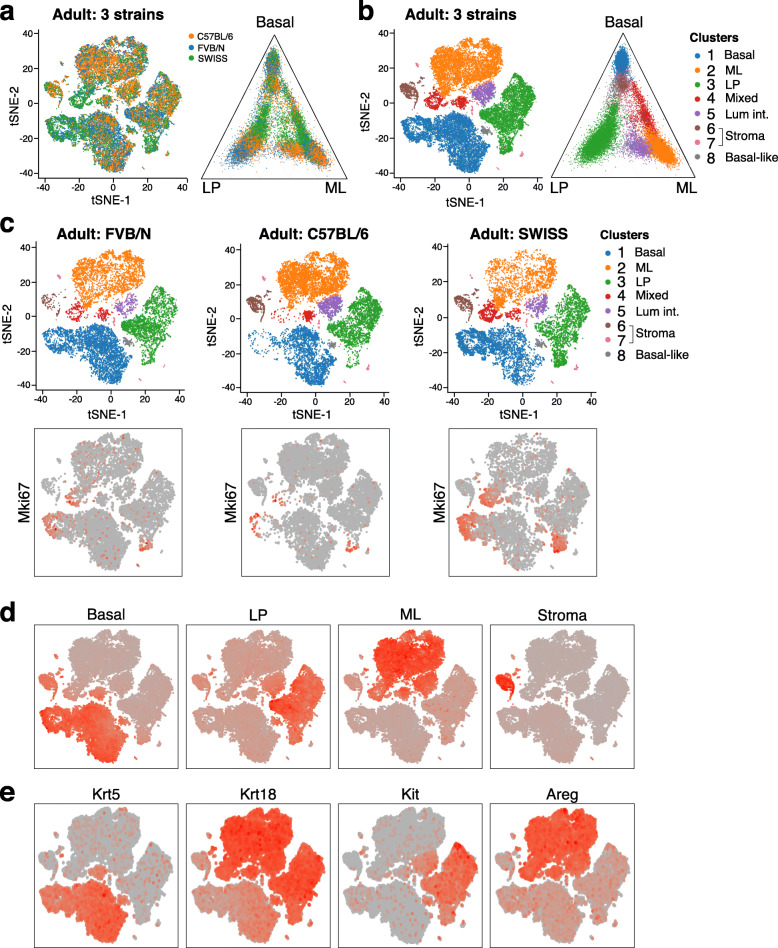
Comparison of single cell transcriptomes of different strains. **a** t-SNE and ternary plots of the combined scRNA-seq transcriptomes of epithelial cells isolated from adult mammary glands (10 weeks) from three different mouse strains: FVB/N, C57BL/6, and SWISS (SW) (n = 3–4 pooled mice per strain), colored by strain. Mice were not staged for the estrus cycle. Mixed refers to mixed-lineage. **b** Same plots as **a** but colored by cell cluster. **c** Upper panels, same integrated t-SNE plot as in **b** but shown separately for each individual strain. Lower panels color cells by *Mki67* expression instead of cluster. **d** Same t-SNE plot as **a** but colored by basal, LP and ML expression signatures. Red = high expression, gray = no expression. **e** Same t-SNE plot as **a** but colored by expression of lineage-specific marker genes

### A continuum of luminal progenitor-like intermediates revealed through an integrative analysis of transcriptomes through the pregnancy cycle

Previous analysis of the pregnancy-lactation-involution cycle at the single cell level by Bach et al. yielded 15 potential cell clusters [5]. Here, we have expanded on the pregnancy cycle through the inclusion of three additional time points (spanning pregnancy and post-involution) in order to further define changes in the epithelium occurring across the reproductive cycle. Lin^–^CD24^+^CD29^hi^ mammary epithelial cells were sorted from FVB/N mice at the following stages: adult, mid-pregnancy (day 12.5), late pregnancy (day 18.5), lactation (2 weeks), and post-involution (3 weeks post-weaning), when the gland has undergone remodeling.

Analysis of biological replicate samples for the adult, mid-pregnancy, late-pregnancy, and lactation stages showed strongly reproducible cell subsets between replicates for each developmental stage (Fig. S7A-D), so the comparative analysis between stages was conducted using a single representative sample at each stage. Single cell transcriptomes were obtained for 48,981 epithelial cells (adult, A10; 12.5 dP (days pregnancy), H; 18.5 dP, F4; lactation, F11; post-involution) after quality control and filtering (Table 1). Integration of the single cell profiles across the five stages resulted in 8 clusters, including the three anticipated major populations (clusters 1–3) and four small clusters (clusters 4 to 7) (Fig. 6a, b), with the contribution of cells from different stages of morphogenesis shown in Fig. 6a. Notably, the ternary plot suggests a continuum of cellular states, particularly along the Basal-Luminal Progenitor axis.

**Fig. 6:**
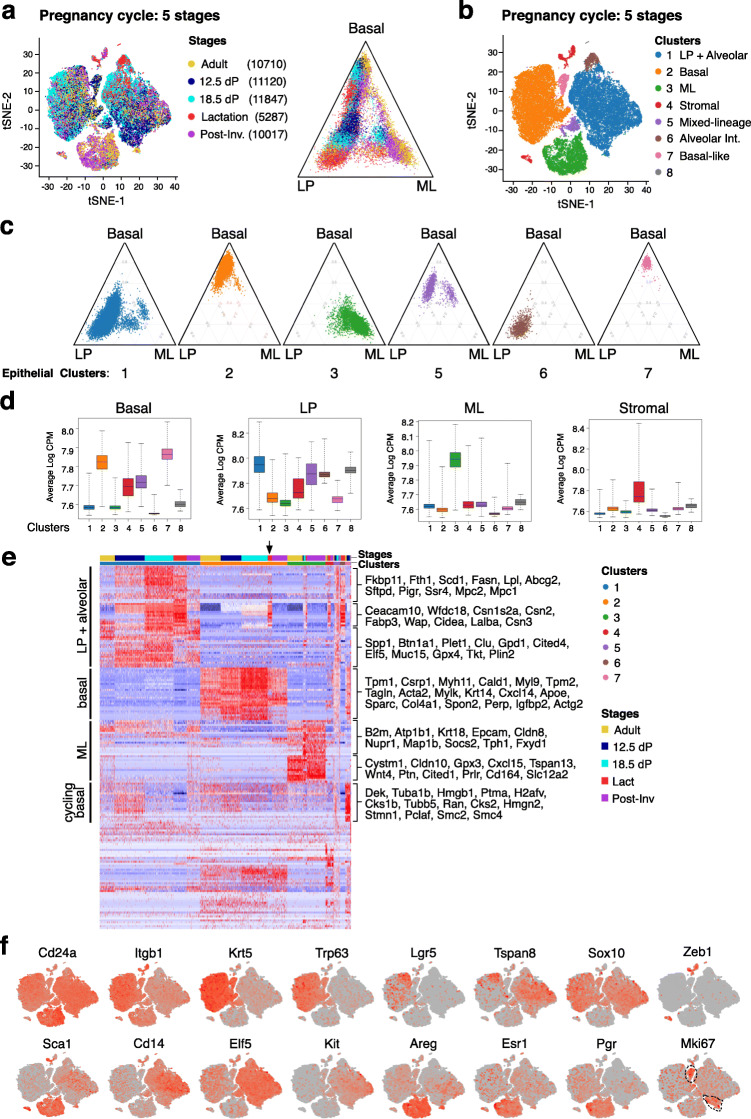
Integration of single cell transcriptomes across the pregnancy cycle reveals intermediate states. **a** t-SNE and ternary plots of the integrated scRNA-seq profiles of epithelial cells isolated from adult (10 weeks), mid-pregnant (12.5 dP), late-pregnant (18.5 dP), lactating (8 day), and post-involution (3 weeks post-weaning) mammary glands from FVB/N mice (n = 4 mice for adult; n = 2 pooled mice for other stages). Cells are colored according to stage. The larger representation of alveolar cells in pregnancy and lactation reflects their abundance. **b** Same t-SNE plot as in **a** but colored by cell clusters. **c** Individual ternary plots showing lineage identity for each cell cluster from **a**. **d** Boxplots of signature expression scores for each of the 8 clusters in **b** by mammary epithelial or stromal subtype. **e** Heat map showing relative expression of the top 30 marker genes for each cluster in **b**. Color bars at the top of the heatmap represent the cluster and the stage. The arrow depicts “lineage-primed” cells in the basal compartment of lactating glands. **f** t-SNE plots (as in **b**) showing the expression of markers used for cell fractionation and definitive lineage markers and *Mki67*

The lineage identity of each cluster was determined by ternary plot analyses (Fig. 6c; Fig. S7E) and quantified by computing lineage expression signatures for each cell (Fig. 6d). The latter analysis revealed novel epithelial intermediates and identified cluster 4 as stromal cells. Interestingly, cluster 6 appears to comprise a distinct subset of alveolar intermediates that emerge in late pregnancy and are enriched during lactation. These cells are distinguished by high levels of milk protein genes (e.g., *Wap*, *Csn1-3*, *Lalba*, *Wfdc18*) and lower levels of LP genes (such as *Elf5*) and several alveolar genes characteristic of cluster 1 in lactation (Fig. 6e). Thus, cluster 6 may represent a cellular intermediate that lies between LP cells and the differentiated alveolar cells that predominate in lactating glands. This cluster seems to differ from C10 identified in 14.5-day pregnant glands [5] as it was not detectable at day 12.5 pregnancy (Fig. 6e). The basal compartment represented by cluster 3 comprised a subset of *Lgr5*^*+*^ and *Tspan8*^*+*^ cells, previously reported to mark quiescent mammary stem cells [33]. The distribution of expression of these genes within the different clusters as well as expression of other canonical markers is shown in Fig. 6 f. Interestingly, a subset of “alveolar lineage-primed” cells expressing milk protein transcripts was evident within the basal compartment during lactation (Fig. 6e). Cells within the smaller basal cluster 7 expressed a myriad of cell cycle genes (e.g., *Mki67*, *Tuba1b*, *Hmgb1*, *H2afv*, *Cks2*, *Pclaf)*; these proliferating basal progenitor cells were most prevalent in mid-pregnancy (Fig. 6e, f) but were also detected in the adult gland where they likely represent cycling basal cells in diestrus [9]. A cycling basal cluster is evident in the replicate plots for 12.5 days pregnancy (Fig. S7B), while a distinct cluster (#4) of differentiated myoepithelial cells in lactating glands (expressing abundant contractile genes including *Mylk*, *Myh11*, *Myl6*, *Myl9*, *Mme*, *Acta2*) is most clearly visualized in Fig. S7D (and data not shown).

In contrast to the uni-lineage clusters, cluster 5 comprised two subsets, each displaying mixed-lineage features (co-expression of canonical basal and luminal genes) (Fig. 6c). This cell cluster was expanded in pregnancy and comprised 2.5% of the overall population. Collectively, these data demonstrate that both the luminal and basal compartments change their molecular properties according to developmental stage and that a number of alveolar progenitor states can be discerned along the basal-LP axis, indicating a dynamic shift occurs within the mammary epithelium concomitant with alveologenesis.

## Discussion

This large-scale atlas builds on other scRNA-seq reports [5–10] through the sequencing of large numbers of single cells at additional stages (prepuberty, two further time points in pregnancy, post-involution), as well as dissected TEBs and subtending ducts, and two closely associated embryonic ectodermal lineages (skin and the mammary primordia). Our previous scRNA-seq analysis using the 10x Genomics Chromium platform focused on cells from puberty, adulthood, and the estrus cycle [9]. A schematic representation of epithelial heterogeneity uncovered across the main developmental stages reported here is shown in Fig. 7.

**Fig. 7:**
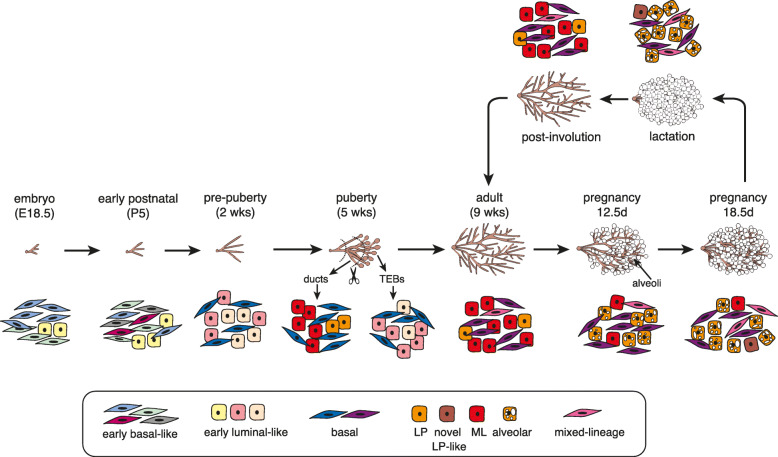
Schematic diagram summarizing epithelial heterogeneity unveiled in the mouse mammary gland at 9 different stages of development by scRNA-seq analysis: E18.5, postnatal day 5, prepuberty (2-week), puberty, adult, mid-pregnancy, late-pregnancy, lactation, and post-involution. Heterogeneity in the post-involution and virgin mammary glands appeared similar

The precise timing of specification of the definitive lineages in the mammary gland remains unclear. Lineage tracing experiments with specific gene promoters have suggested that cells are poised for lineage restriction prior to birth and that this may occur as early as E15.5 [35–37]; however, distinct subsets of cells could not be identified based on their transcriptomes. In this study, interrogation of the embryonic population indicated that embryonic cells form a broad population that is unique but molecularly closer to the basal lineage. No hybrid-lineage signatures or evidence for lineage segregation was observed, mirroring that described for Epcam^+^ fetal cells at E18.5 [6]. Single cell profiling and diffusion analysis of postnatal day 4 cells has suggested that they occupy an intermediate position between the embryonic and adult mammary populations [6]. Single cell analysis of day 5 postnatal cells here indicated a heterogeneous population of basal-like cells and a luminal cluster, whereas 2-week-old mice exhibited lineage commitment towards the definitive basal, LP and ML lineages. However, neither LP or ML cells from prepubertal mice expressed the gene signatures that characterize the adult populations. Although cell clustering of 5 week-old pubertal glands resembles that seen in the adult gland by scRNA-seq analysis [9], finer dissection of TEB versus ductal structures revealed that TEBs harbor more intermediate single cell expression profiles. Overall, these data suggest that while lineage commitment is initiated in the early postnatal period, the definitive lineage-specific expression programs are completed during ductal morphogenesis in puberty.

Both the basal and luminal compartments appear to be dynamically regulated through the pregnancy-lactation cycle. Through an integrated transcriptomic analysis of almost 49,000 single cells, we show that the basal-LP axis is particularly fluid across the different developmental stages, with a number of intermediates lying between these two populations, potentially forming a continuum of states. A novel cluster of “alveolar” intermediate cells (cluster 6) was induced in late-pregnancy and persisted in lactation but was not present in the adult or mid-pregnant gland. In addition, the mixed-lineage cluster (cluster 5) was most prominent during pregnancy. These cells may represent a transient population of lineage-primed cells that is poised for commitment to the luminal lineage. Interestingly, functional analysis of a c-Kit+ basal subpopulation, reminiscent of this lineage-primed subpopulation, revealed that they act as facultative mammary stem cells [38]. In the context of normal human breast tissue, single cell profiling and pseudo-temporal differentiation trajectories produced a continuous lineage linking the basal and two luminal arms [10], while another study suggested that the stem-like state in human breast is associated with bipotency and clinical outcome [39]. In other systems, the identification of lineage-primed or multipotent cells through single-cell analysis of hematopoietic, pancreatic, and intestinal cells has provided important insights into rare cellular states [40–43].

An in-depth analysis of micro-dissected TEBs and their subtending ducts from pubertal mice undergoing ductal morphogenesis indicated that the two primary lineages share similar clustering at the single cell level. Luminal cells (both LP and ML) within enriched TEBs appeared to harbor less mature signatures, consistent with the notion that TEBs predominantly comprise progenitor-like cells. Moreover, basal cells within TEBs were less differentiated than their ductal counterparts and expressed dramatically lower levels of extracellular matrix proteins and myosin filament proteins required for the contractility of myoepithelial cells. 

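In basal cells the keratin genes Krt5, Krt14 and Krt17 were lower in TEBs than in ducts. Krt5 (Entrez gene 110308, chromosome 15 of mm10, 101707069 to 101712905) was at 1664 ± 151 CPM (SD, n = 3) in ducts and 338 ± 118 CPM (SD, n = 3) in TEBs, a log2 fold change of -2.30 (standard error 0.43, FDR 0.0249, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt14 (Entrez gene 16664, chromosome 11, 100203162 to 100207510) fell from 2419 ± 558 to 330.2 ± 120 CPM (SD, n = 3 each), with a log2 fold change of -2.87 (standard error 0.43, FDR 0.00766, edgeR, Benjamini-Hochberg). Krt17 (Entrez gene 16667, chromosome 11, 100256215 to 100261029) fell from 1608 ± 457 to 414 ± 44.1 CPM (SD, n = 3 each), with a log2 fold change of -1.96 (standard error 0.35, FDR 0.0201, edgeR, Benjamini-Hochberg). All 3 duct libraries exceeded all 3 TEB libraries for each of these genes. The FDR of Krt5 rose to 0.0902, 0.0704, 0.0907 and 0.152 without basal duct replicate 1, basal duct replicate 2, basal TEB replicate 1 and basal TEB replicate 3, and that of Krt17 to 0.0826, 0.0664, 0.0762 and 0.129 without the same libraries (edgeR, Benjamini-Hochberg). Krt14 lost its call without basal TEB replicate 3 (FDR 0.0724, edgeR, Benjamini-Hochberg). Over all the alternatives the FDR ranged from 9.8e-07 to 0.152 for Krt5, from 6.79e-11 to 0.0724 for Krt14 and from 9.71e-07 to 0.129 for Krt17, and the log2 fold change of each gene kept its sign in every alternative. As a set, 9 of the basal genes named in the paper were lower in TEBs, 9 of 9 genes, with a median log2 fold change of -1.96 (FDR 1.54e-11, camera with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 18 lists). Of these genes the paper names Postn, Myh11 and Acta2 as higher in ductal basal single cells, so the set is not independent of that description. The set leaves out Cxcl14 and Lama1, which the paper names for basal and myoepithelial cells of other stages. Looked up after the values were seen, Cxcl14 was lower in TEBs (log2 fold change -1.30, standard error 0.51, FDR 0.278) and Lama1 was higher (0.95, standard error 0.34, FDR 0.233, edgeR, Benjamini-Hochberg), neither past the threshold.
The 6 contractile genes Mylk, Myh11, Myl6, Myl9, Mme and Acta2 were all lower in TEBs, with a median log2 fold change of -0.69 (FDR 0.0012, camera, Benjamini-Hochberg), and none passed the threshold alone. The lowest FDR was that of Mylk (0.0906, edgeR, Benjamini-Hochberg), with a log2 fold change of -1.51 (standard error 0.38), and counts of Mylk are uncertain where the counted genes 1700119H24Rik and E130310I04Rik overlap it. Mylk passed the threshold without luminal duct replicate 1 (FDR 0.00772) or replicate 3 (0.00728), and Myh11, with a log2 fold change of -1.74 (standard error 0.52, FDR 0.157), did so too (0.0393 and 0.0376, edgeR, Benjamini-Hochberg). Over the alternatives the FDR ranged from 0.000276 to 0.302 for Mylk and from 0.000268 to 0.376 for Myh11. Acta2 had a log2 fold change of -0.81 (standard error 0.39, FDR 0.368, edgeR, Benjamini-Hochberg). Under the rotation test fry the contractile set had an FDR of 0.0579, and under camera with an estimated correlation 0.188, so its call rests on the preset correlation. Of the 9 lists past the threshold in this comparison, the basal genes and the stress response genes held under both of those tests, and the luminal genes, the genes shown as chromatin examples and the cell cycle genes under fry alone (Benjamini-Hochberg in each). With each library left out in turn, the FDR of the contractile set stayed between 8.26e-05 and 0.0155 (camera, Benjamini-Hochberg).
For extracellular matrix genes, the 43 collagen genes tested had a median log2 fold change of -0.53, with 26 lower in TEBs (FDR 0.409, camera, Benjamini-Hochberg) and a summed CPM of 19536, 14598 and 21689 in basal duct and 24295, 22271 and 19080 in basal TEB, and the 11 laminin genes a median of -0.22 (FDR 0.586, camera, Benjamini-Hochberg), so neither set differed past the threshold. The summed CPM is carried by basement membrane collagens such as Col4a1 (5455, 3469 and 6583 CPM in duct, 8210, 7836 and 6578 in TEB). Picked after the values were seen, Col12a1 (log2 fold change -2.99, standard error 0.55, FDR 0.0249), Col4a6 (-1.08, standard error 0.20, FDR 0.0261) and the laminin Lamb3 (-0.91, standard error 0.17, FDR 0.0279, edgeR, Benjamini-Hochberg) were lower in TEBs past the threshold alone. Each lost its call without basal duct replicate 1 (FDR 0.0902, 0.0902 and 0.0911) or basal TEB replicate 3 (0.151, 0.135 and 0.151), Col12a1 and Col4a6 also without basal duct replicate 2 (0.0734 and 0.0721), and Lamb3 also without basal duct replicate 3 (0.0629) or any luminal TEB library (0.0536 to 0.0556). Over the alternatives the FDR ranged from 2.03e-06 to 0.151 for Col12a1, 5.72e-05 to 0.135 for Col4a6 and 2.11e-05 to 0.151 for Lamb3. Col16a1 had a log2 fold change of -0.30 (standard error 0.21, FDR 0.558, edgeR, Benjamini-Hochberg). The paper had described basal cells of TEBs from single-cell data as less differentiated than those of ducts, with lower levels of extracellular matrix and myosin filament proteins, and it sets the bulk comparison, with data not shown, beside that description. For Myh11 and Mylk it also reports stronger immunofluorescence in basal cells of ducts. That is a measure of protein, which these RNA counts do not test.

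**Figure D3:**
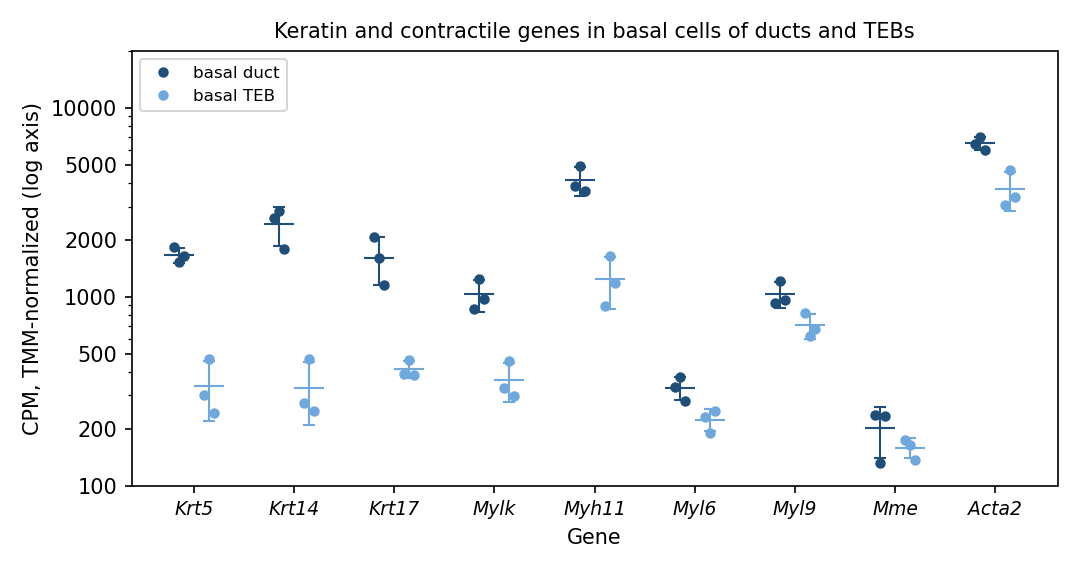
Expression in CPM (log axis) of 3 keratin genes and 6 contractile genes in basal cells, with a point for each of the 3 libraries per group, and lines for the mean and SD. Krt5, Krt14 and Krt17 of the TEB libraries lie below those of the duct libraries without overlap, and for Mme the groups overlap.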

Bulk RNA-seq of TEB versus ductal-derived cells confirmed the less differentiated state of basal cells within TEBs (data not shown). By contrast, previous scRNA-seq of a small number of pubertal cells showed two main clusters but suggested that progenitor cells within TEBs do not have a specific gene signature [44].

Investigation of the transcriptional and chromatin accessibility landscapes of TEBs and subtending ductal regions in pubertal glands revealed that TEBs exhibit reduced chromatin accessibility compared to cells within mature ducts. Interestingly, the TSSs of luminal signature genes were highly accessible in basal duct cells relative to TEB basal cells, implying that lineage-specific chromatin is established in the subtending ducts. Although less enriched in bi-lineage chromatin, basal TEB cells demonstrate a distinct chromatin landscape, where many accessible sites were highly enriched in these cells and mapped to repeat regions. Although there was a significant correlation between gene expression and TSS chromatin accessibility within each population, changes in accessibility more closely reflected transcriptome changes in the basal rather than the luminal populations. The TSS region was the strongest indicator of gene expression changes between basal and luminal populations (either TEB or duct) but many distal elements in basal cells strongly correlated with expression of the nearest gene. Interestingly, the acquisition of regulatory elements proximal to the TSS (within 10 kb) in luminal cells strongly correlated with gene expression but additional sites more than 10 kb from the TSS negatively associated with expression. These negatively associated distal elements may represent novel silencer sites, which are proving to be critical for development [45, 46]. Reminiscent of our findings for basal cells in puberty, adult mammary basal cells were shown to have more open chromatin than luminal cells (LP and ML), with most of the increased chromatin accessibility occurring in distal regions [11]. Moreover, embryonic mammary stem-like cells and basal adult cells both exhibit chromatin accessibility and epigenetic features indicative of multilineage differentiation potential [11]. Recent single cell ATAC-seq analysis showed the presence of E18.5 mammary cells with either luminal or basal-oriented chromatin features [12]. Given the lag that occurs between chromatin changes and transcriptional expression, these data suggest that embryonic cells exist in a unique state and are poised for lineage restriction in the postnatal period.

Exploration of molecular heterogeneity among individual mammary cells at a global level has revealed different levels of diversity within the luminal and basal compartments during mammary ontogeny that were not possible to uncover using bulk RNA-seq methodology. Recent single cell data also suggest that both epithelial compartments together with the surrounding stroma change upon aging [47]. Although there are some differences in the epithelial clustering apparent between different studies, this likely reflects the cell preparation, depth of sequencing, and the precise algorithms used for bioinformatic analyses. It is important to note that transcript expression can be transient and that other molecular features such as chromatin accessibility and epigenetic modifications need to be considered for an in-depth molecular understanding of regulatory states.

## Conclusions

This large-scale integrative analysis of > 132,000 individual cell transcriptomes of mammary epithelial cells spanning late embryogenesis to post-involution highlights the impact of developmental phase on molecular and cellular heterogeneity. The study revealed that mammary embryonic cells are far closer to the basal than luminal lineage and unveiled intermediate populations in prepubertal glands, TEBs in puberty, and alveoli in pregnancy. During progression of the pregnancy-lactation cycle, dynamic luminal progenitor subsets were identified along the basal-LP axis. Interestingly, lineage-specific chromatin seems to be laid down in the ductal (and not TEB) cells during puberty. Collectively, this atlas provides a valuable resource for understanding how heterogeneity evolves in the developing mammary gland.

## Supplementary Information

**Additional file 1:** **Figure S1.** Cell sorting of E18.5 mammary gland (MG) and associated skin cells. **Figure S2.** Molecular heterogeneity in mammary epithelial cells from four stages spanning embryogenesis to adulthood. **Figure S3.** Molecular heterogeneity in mammary epithelial cells spanning embryogenesis, prepuberty and adulthood. **Figure S4.** Relationship between cancer subtypes and normal epithelial subtypes during development. **Figure S5.** Cellular analysis of microdissected TEBs and ducts. **Figure S6.** Differential accessible peaks identified from ATAC-sequencing analysis of dissected TEBs and ducts. **Figure S7.** Biological replicates show consistent cell subsets at each developmental stage. **Table S1.** scRNA-seq quality control statistics.

## Data Availability

All data generated and analyzed during this study are included in this published article and its supplementary information files and have been deposited in the GEO database (GSE164017 and GSE164307).

# Supplementary material for: Single cell transcriptome atlas of mouse mammary epithelial cells across development
**Source:** Breast Cancer Res. 2021 Jun 29;23:69. doi: 10.1186/s13058-021-01445-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Cell sorting of E18.5 mammary gland (MG) and associated skin cells. Figure S2. Molecular heterogeneity in mammary epithelial cells from four stages spanning embryogenesis to adulthood. Figure S3. Molecular heterogeneity in mammary epithelial cells spanning embryogenesis, prepuberty and adulthood. Figure S4. Relationship between cancer subtypes and normal epithelial subtypes during development. Figure S5. Cellular analysis of microdissected TEBs and ducts. Figure S6. Differential accessible peaks identified from ATAC-sequencing analysis of dissected TEBs and ducts. Figure S7. Biological replicates show consistent cell subsets at each developmental stage. Table S1. scRNA-seq quality control statistics.

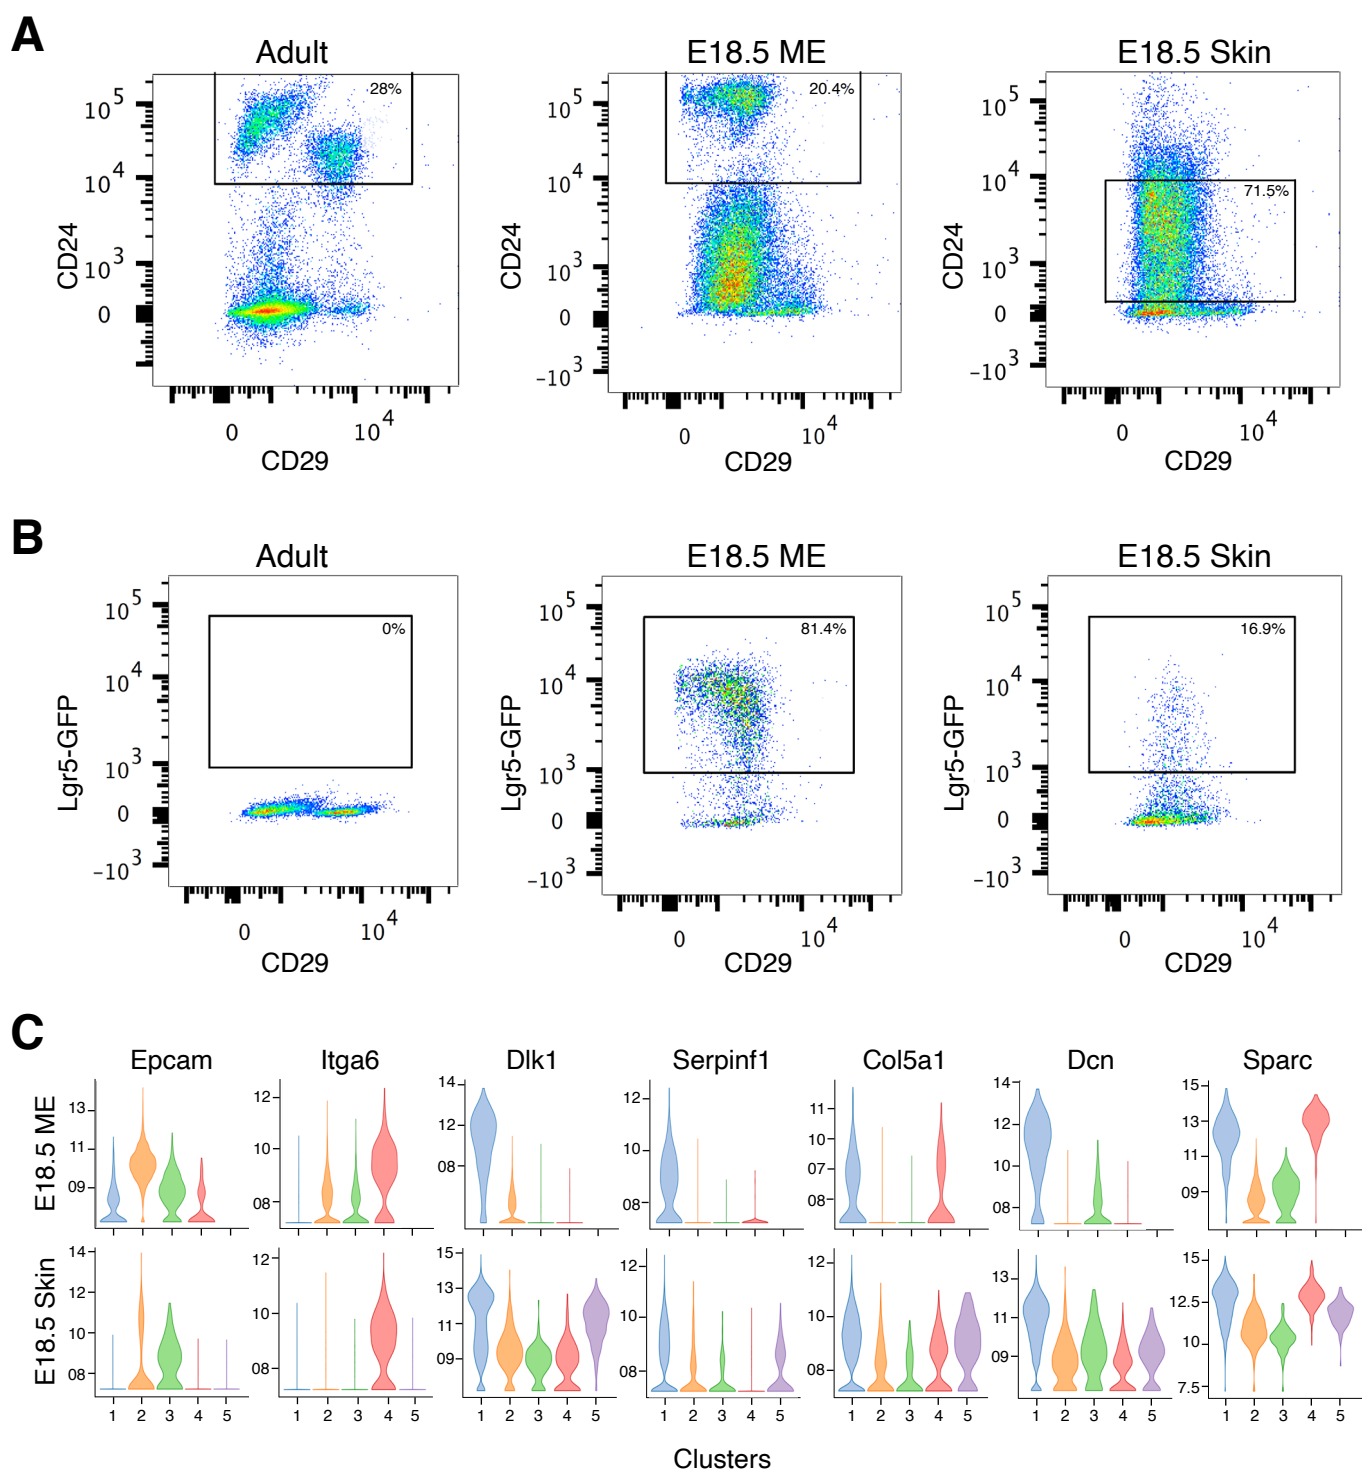

**Figure S1.** Cell sorting of E18.5 mammary gland epithelium (ME) and associated skin cells. **(A, B)** FACS analysis of adult mammary glands, embryonic mammary glands and skin ( $n=7$  female embryos). Lineage-negative cells were sorted based on CD24 expression using the adult mammary gland to set gates. The ME and skin cells collected at E18.5 are indicated. FACS plots based on gating for CD24<sup>+</sup> cells are shown in (A), and their expression of CD29 and *Lgr5*-GFP shown in (B). **(C)** Violin plots showing expression of selected epithelial, epidermal and fibroblast genes in each cell cluster for either E18.5 ME or adjacent skin cells. Vertical axis shows expression as log<sub>2</sub>-CPM.

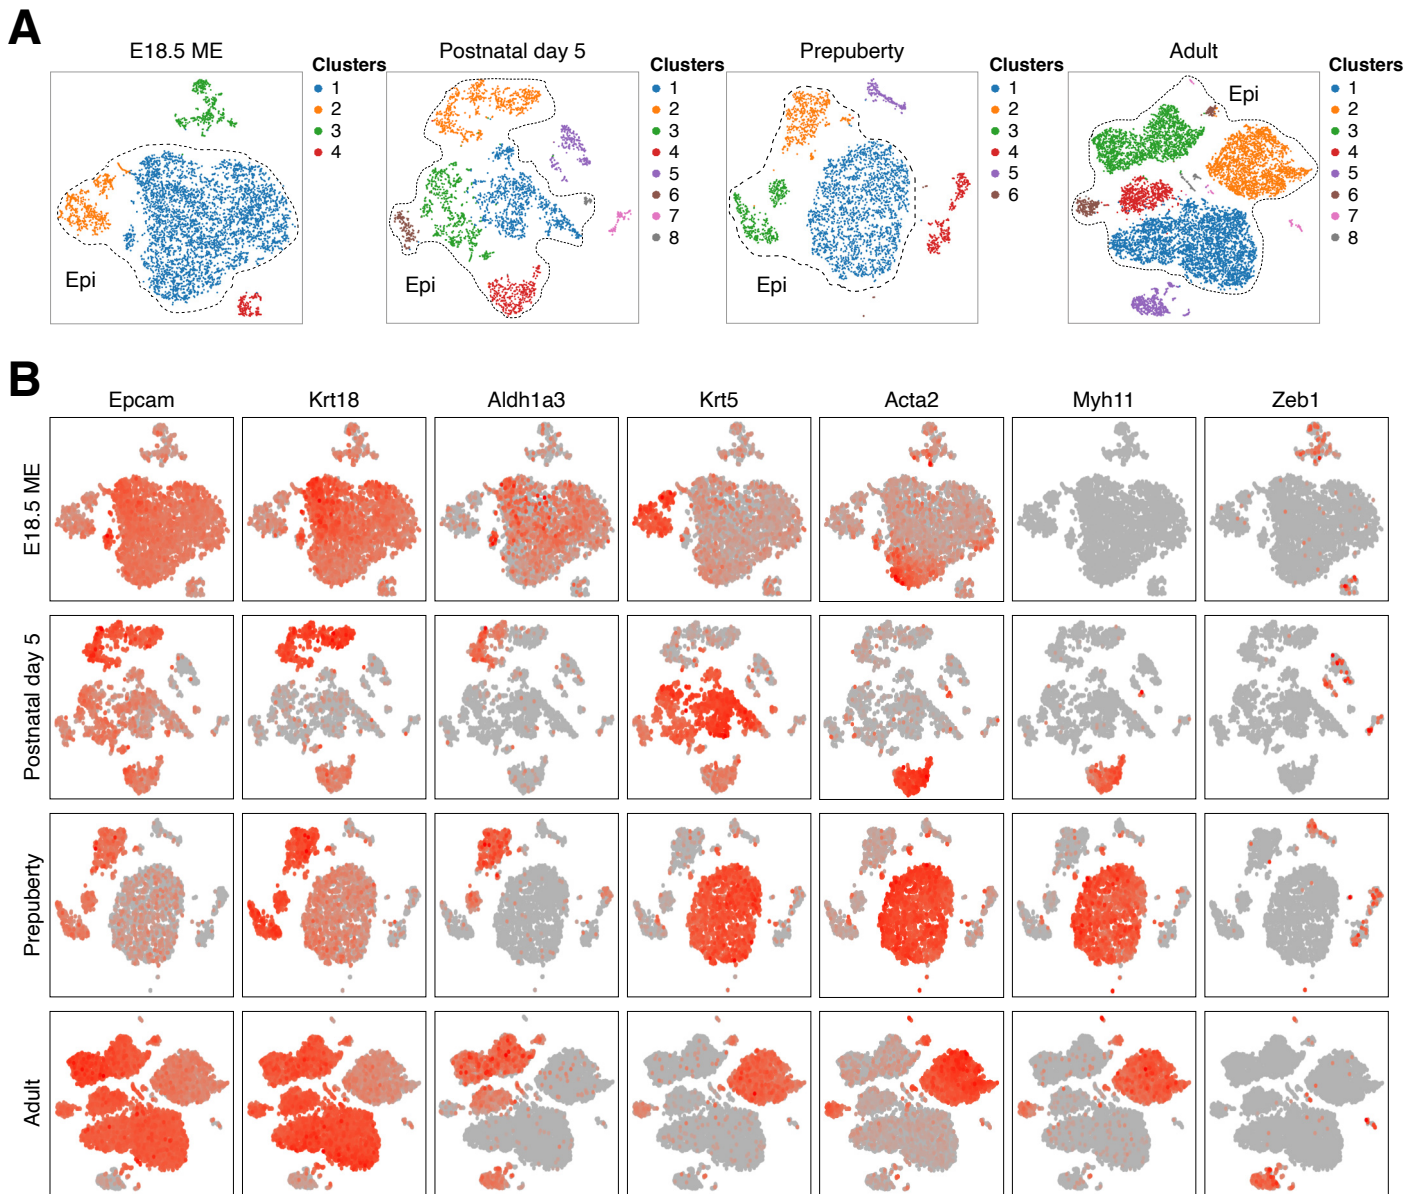

**Figure S2.** Molecular heterogeneity in mammary epithelial cells from four stages spanning embryogenesis to adulthood. **(A)** t-SNE plots showing clustering for single cell transcriptomes of mammary epithelial cells from embryonic (E18.5), early postnatal (day 5), prepubertal (2 weeks) and adult (10 weeks) mice. Cells were obtained from  $n=7$  C57BL/6 embryos,  $n=35$  C57BL/6 mice for day 5,  $n=35$  C57BL/6 mice for 2 weeks and  $n=4$  C57BL/6 adult mice. Clusters inside the dotted lines were considered to contain epithelial cells. Clusters outside the marked region were considered to comprise contaminating skin or stromal cells. **(B)** Same t-SNE plots as (A) but colored by expression of epithelial lineage (luminal, *Krt18*; basal, *Krt5*, *Acta2*, *Myh11*; LP, *Aldh1a3*) and stromal marker (*Zeb1*) genes.

**A****E18.5 ME + pre-puberty + adult**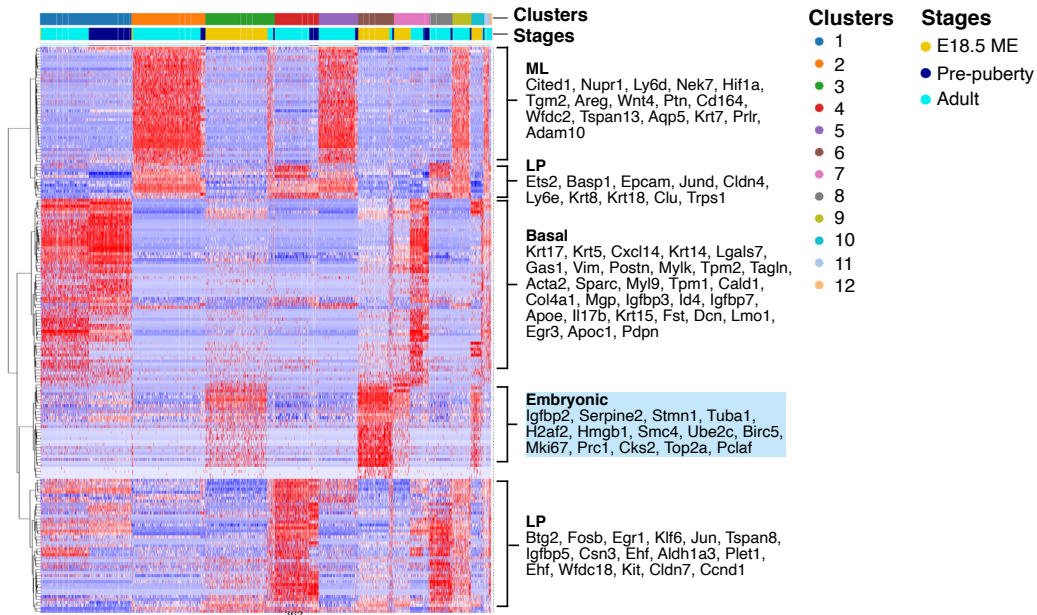**B**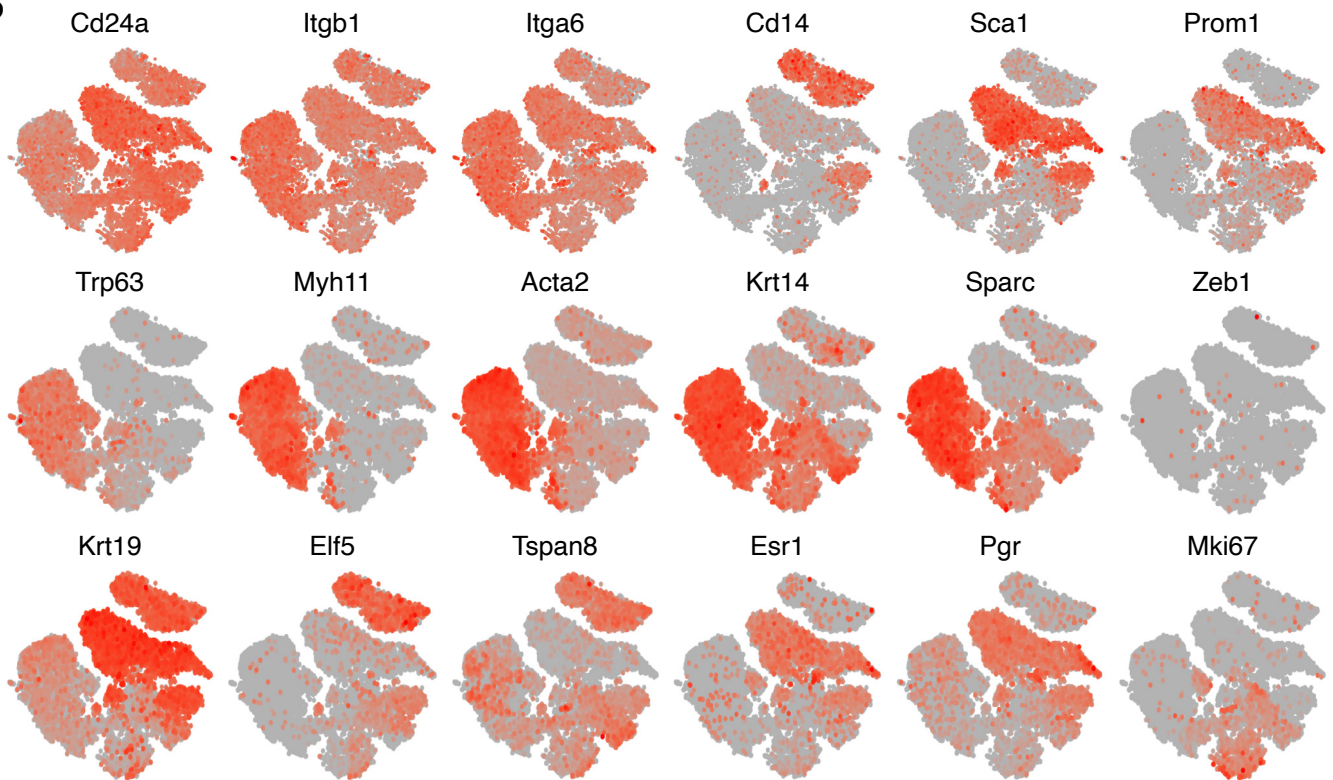

**Figure S3.** Molecular heterogeneity in epithelial cells spanning embryogenesis, prepuberty and adulthood. **(A)** Heat map showing relative expression of the top 30 marker genes for each of the clusters identified in Fig. 2d. The blue box indicates embryonic and cell cycle genes. **(B)** t-SNE plots showing expression of key markers of basal (*Trp63*, *Acta2*, *Krt14*, *Sparc*), luminal progenitor (*Elf5*, *Tspan8*), mature luminal (*Esr1*, *Pgr*) cells and a proliferative gene (*Mki67*). Markers commonly used for fractionation are also shown (*Cd24a*, *Itgb1*, *Itga6*, *Sca1*, *Cd14*, *Prom1*).

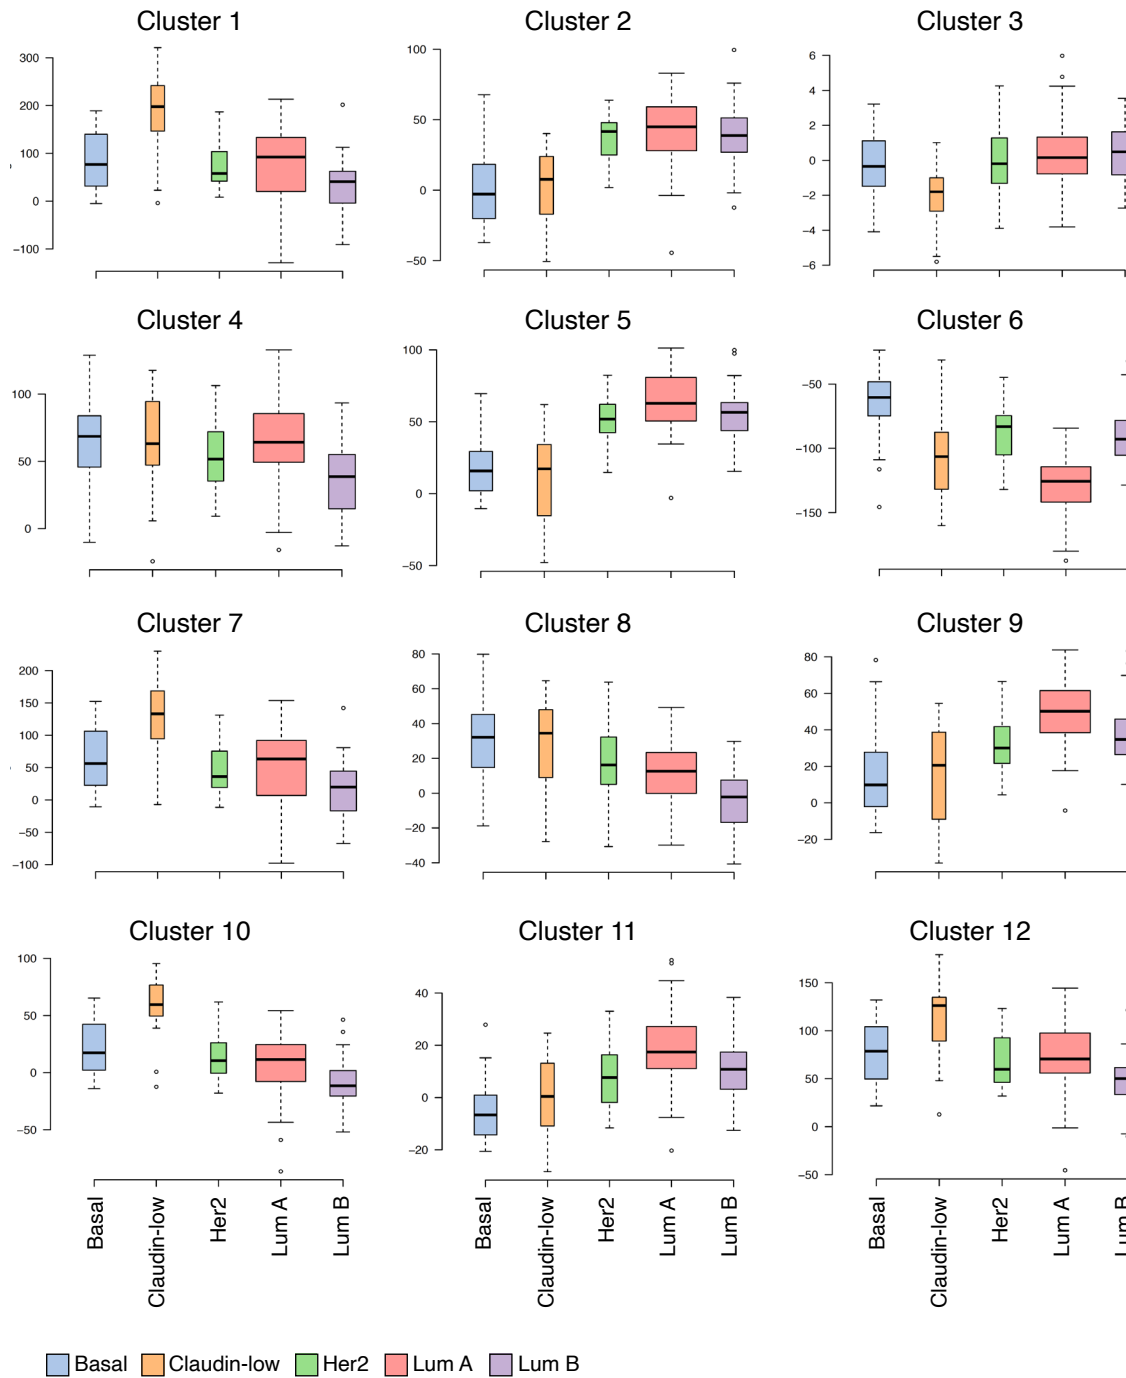

**Figure S4.** Relationship between cancer subtypes and normal epithelial subtypes during development. Boxplots of signature expression scores for each of the 12 clusters shown in Fig. 2d by human breast cancer subtype. Breast cancer expression data were obtained from GEO series GSE18229 [29] and processed as previously described [32]. Expression scores represent average log2-expression of the marker genes for each cluster.

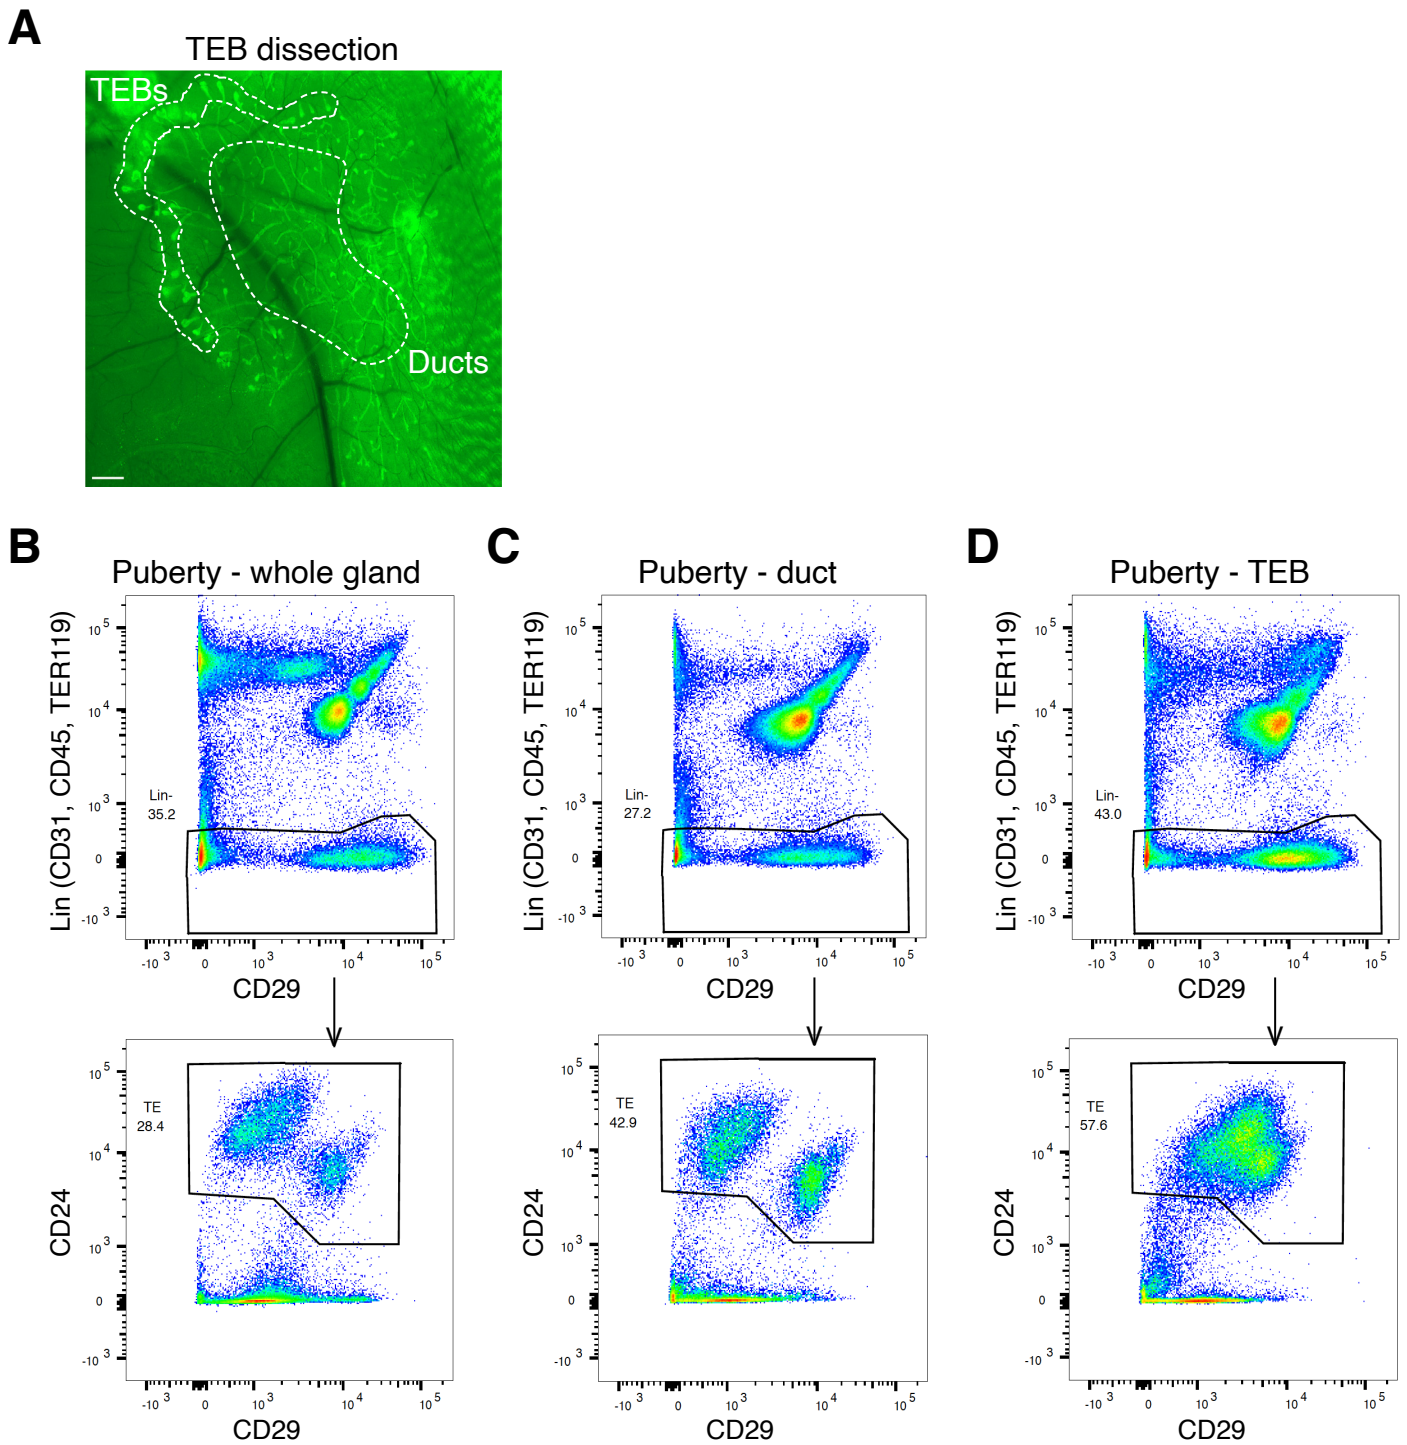

**Figure S5.** Cellular analysis of microdissected TEBs and ducts. **(A)** Image of whole third mammary gland, indicating dissection of TEBs and ducts from an *E-cadherin-GFP* mammary gland under fluorescence microscopy. **(B-D)** FACS analysis of 5 week-old mammary glands (B), microdissected ducts (C) and microdissected TEBs (D) from 5-week old *E-cadherin-GFP* mammary glands ( $n = 3$  mice). Shown are live cells, gated on hematopoietic and endothelial lineage markers. Lineage-negative cells were sorted based on CD24 and CD29 expression using pubertal 5 week-old mammary glands to set gates.

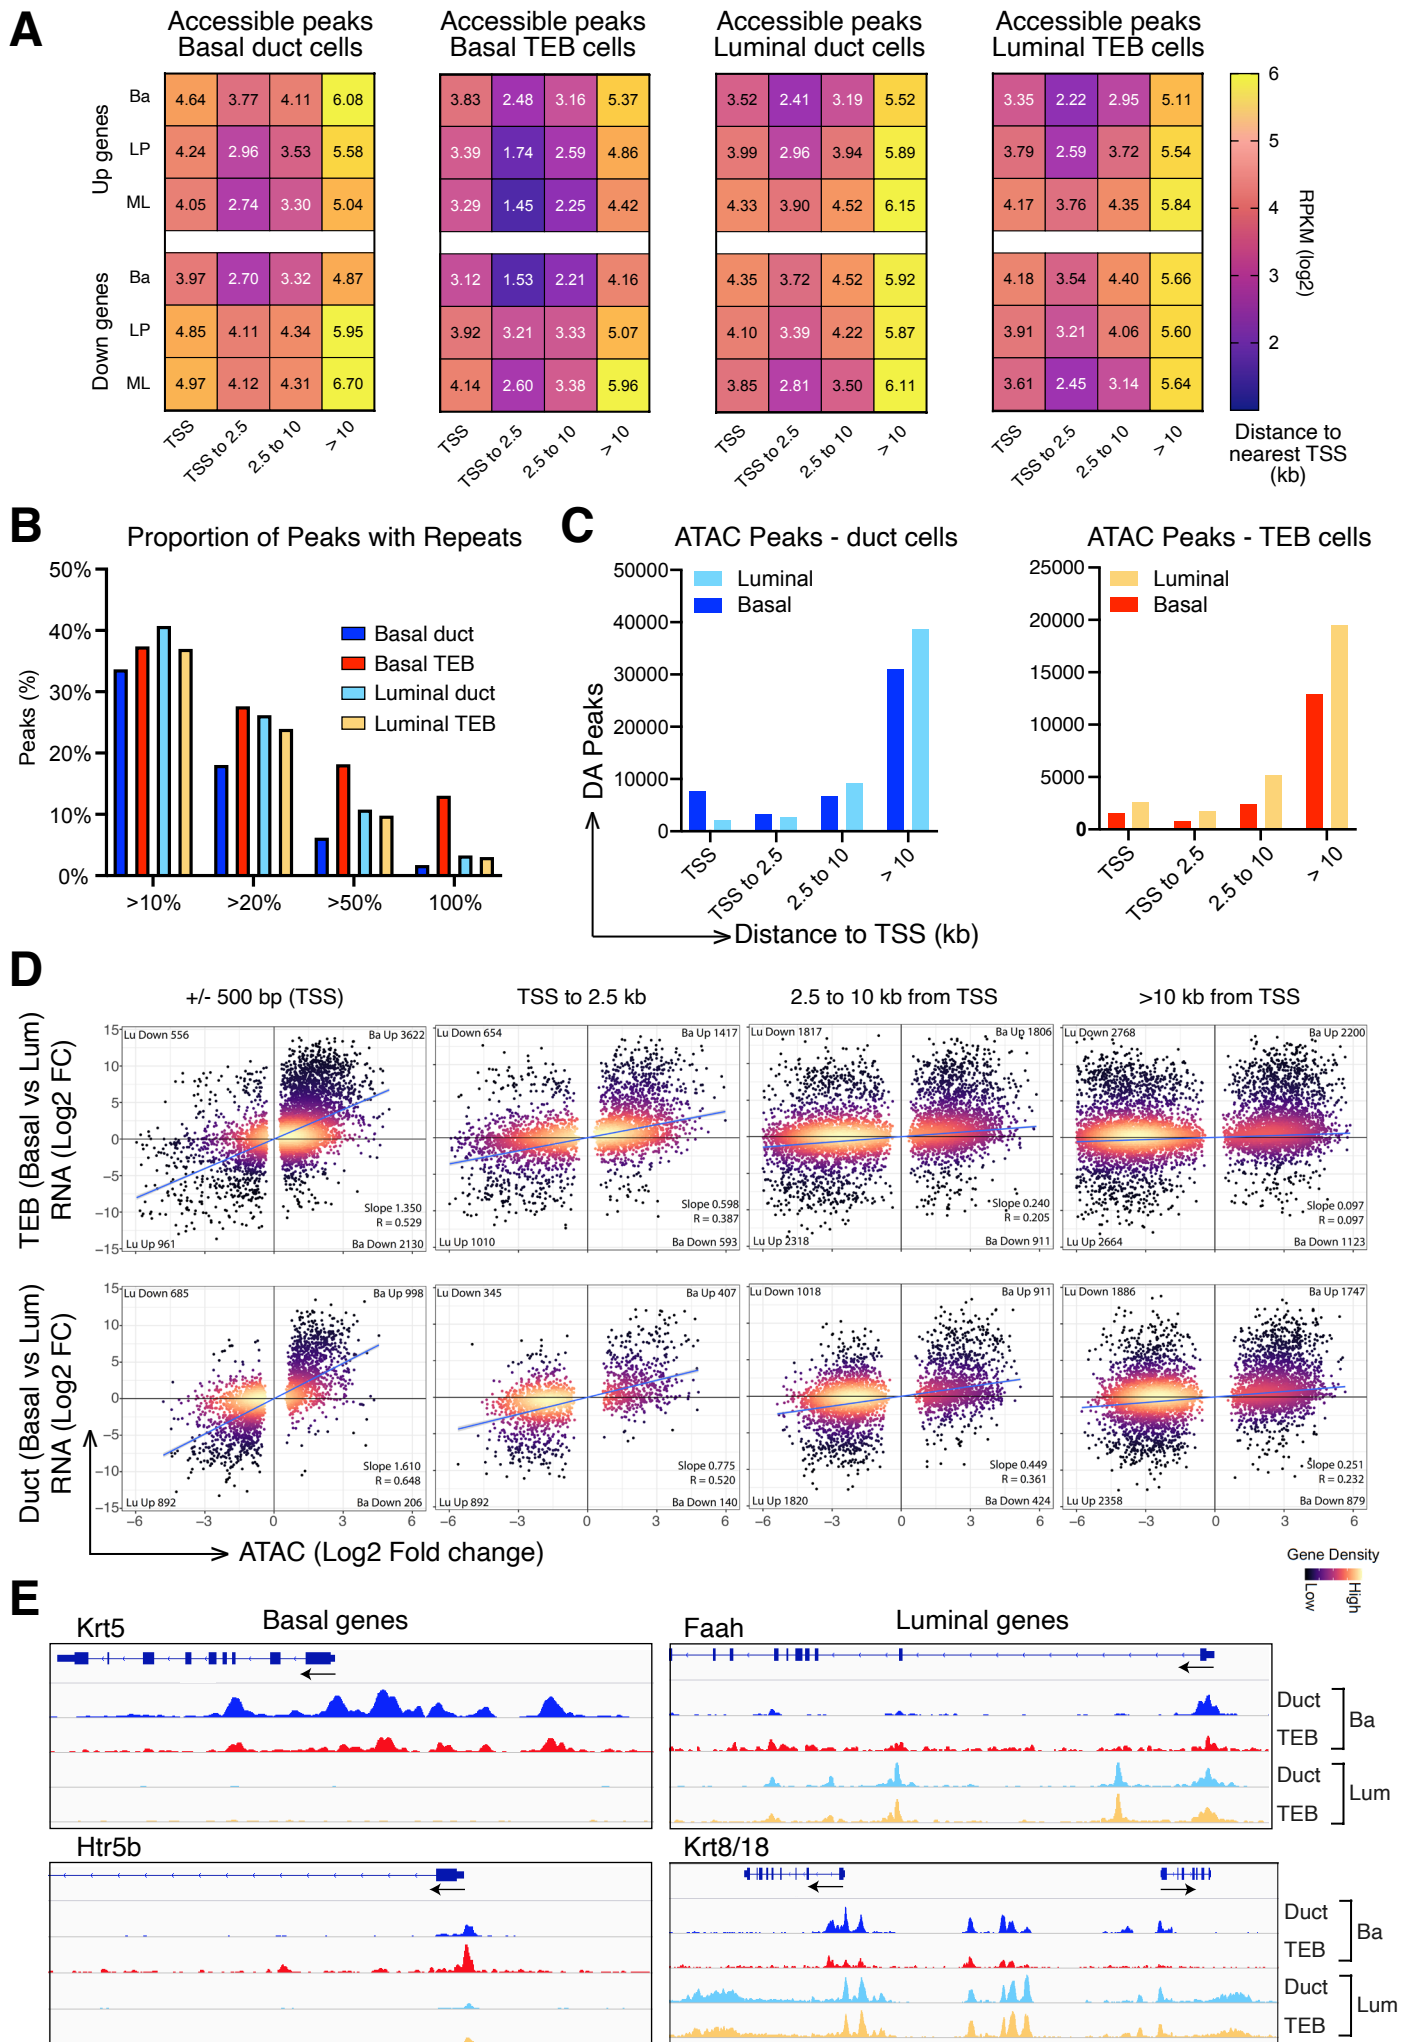

**Figure S6.** Differential accessible peaks identified from ATAC-sequencing analysis of dissected TEBs and ducts. **(A)** ATAC-seq coverage for peaks associated with the adult mammary epithelial signature genes for Basal, LP and ML cells. MACS peaks are classified based on their distance to the signature gene TSS. Values are the mean log<sub>2</sub> RPKM+1 for all genes within each signature, inclusive of all peaks within each categorized region, reads not found within a peak were not included. **(B)** Proportion of ATAC-seq peaks that overlap with known repeat elements, based on >10%, >20%, >50% or 100% overlap between the peak and a repeat element; note genomic repeat coverage is ~40%. **(C)** The total number of DA peaks between basal and luminal duct cells and basal and luminal TEB cells. Peaks are categorized based on distance to their nearest TSS. **(D)** Scatterplots of gene expression changes (log<sub>2</sub> RNA-seq fold change (FC)) versus differences in accessibility of its nearest DA peak (log<sub>2</sub> ATAC-seq fold change), categorized based on the peak distance to the nearest TSS. Shown are only those genes associated with the DA peaks generated in each comparison. Top panels are the comparisons of basal TEB vs luminal TEB cells and the bottom panels are the basal duct cells versus the luminal duct cells. Displayed on each graph is the linear regression with standard deviation and slope, R correlation values and the genes within each quadrant. **(E)** Snapshots of ATAC-seq coverage for genes with TEB- or Duct-specific enrichment and examples of acquired proximal accessibility in luminal-specific genes.

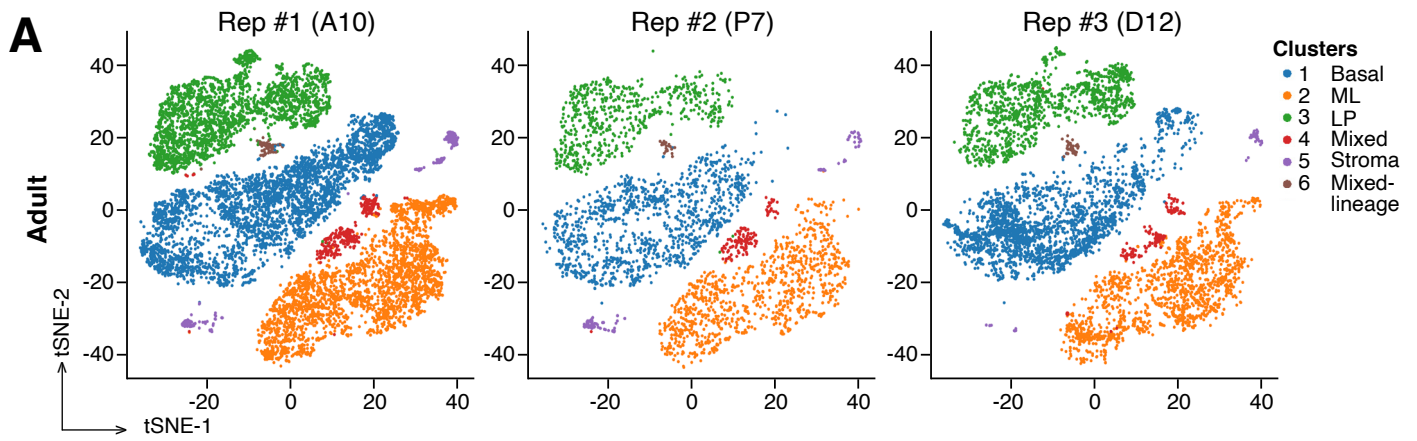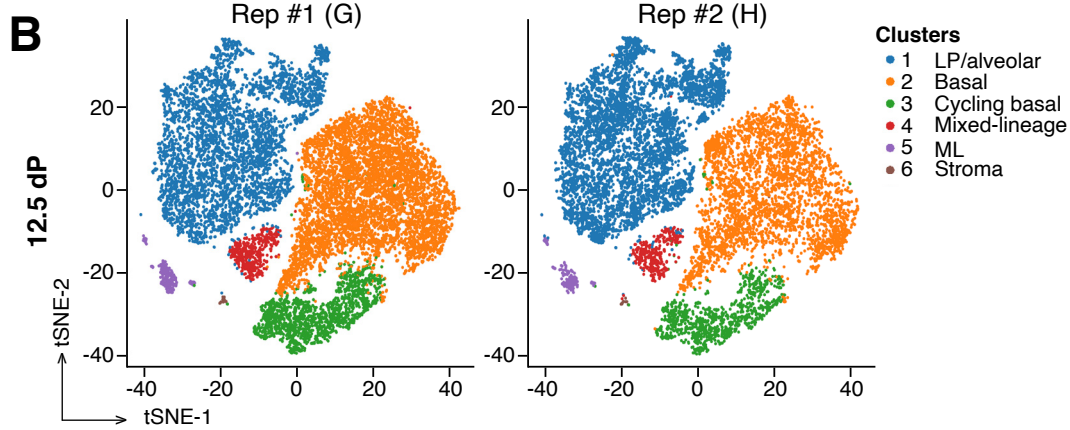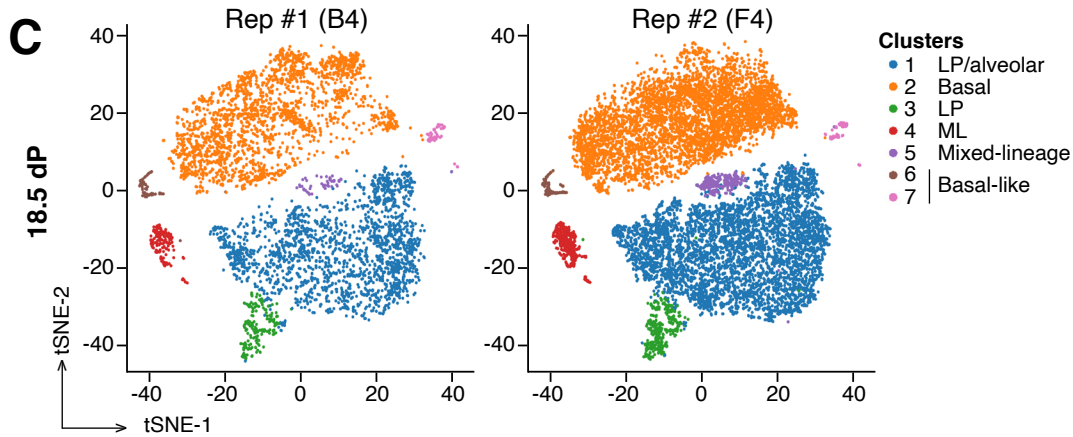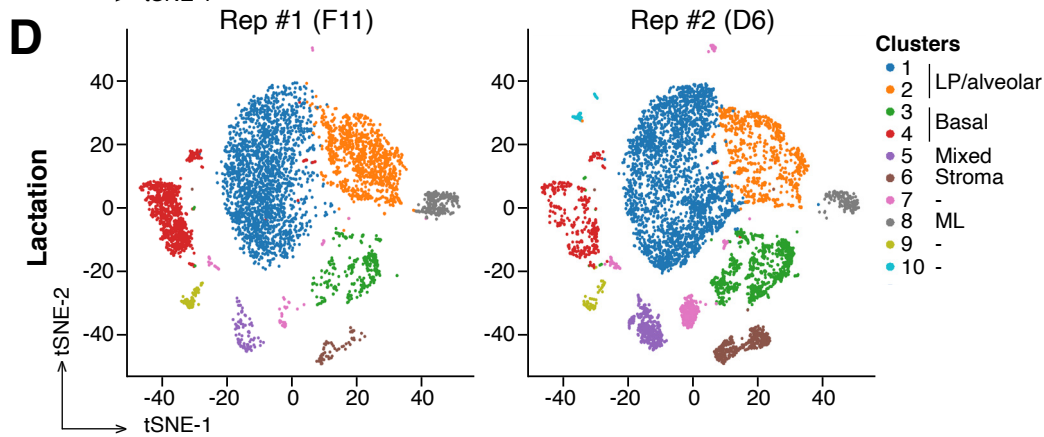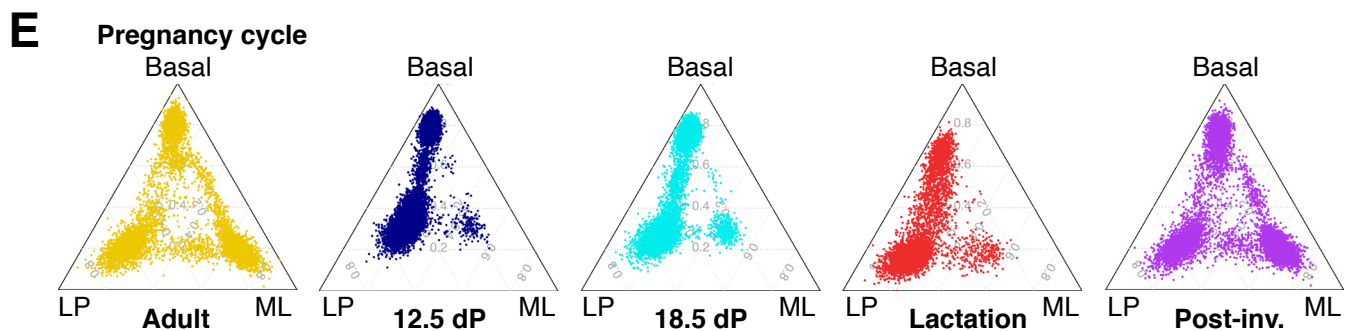

**Figure S7.** (A-D) Replicate biological samples for adult (A), 12.5 days pregnancy (B), 18.5 days pregnancy (C) and 10 days lactation (D). At each developmental stage, the replicate scRNA-seq profiles have been integrated and clustered, then depicted as separate t-SNE plots for each replicate. All samples were taken from FVB/N mice (Table 1) (n=3-4 mice for adult, n=2 mice for other stages). The lineage identity of each cluster was identified by lineage expression signatures. Cluster 4 in (D) likely represents stellate myoepithelial cells in lactation, based on expression analysis. (E) Same as Fig. 6a but separated into separate ternary plots for each pregnancy cycle stage.

**Table S1.** scRNA-seq quality control statistics.

| Label         |                          | Description |          | Before cell filtering |     |        |       |        |      |                |        |        |                | Cell filtering |       |               |        |       |                        |
|---------------|--------------------------|-------------|----------|-----------------------|-----|--------|-------|--------|------|----------------|--------|--------|----------------|----------------|-------|---------------|--------|-------|------------------------|
|               |                          |             |          | NCells                |     | NReads |       | NGenes |      | Reads per cell |        |        | Genes per cell |                |       | NGenes limits |        |       | NCells after Filtering |
|               |                          |             |          |                       |     |        |       |        |      | Min            | Median | Max    | Min            | Median         | Max   | Mt limit      | Lower  | Upper |                        |
| E18-ME        | Embryonic mammary        | 6969        | 54173813 | 19757                 | 500 | 6969   | 52606 | 102    | 2082 | 6189           | 0.15   | 500    | 5000           | 30000          | 6398  |               |        |       |                        |
| E18-Skin      | Embryonic adjacent skin  | 9184        | 50904927 | 20189                 | 501 | 5220.5 | 25912 | 100    | 1837 | 4851           | 0.15   | 500    | 4500           | 20000          | 9025  |               |        |       |                        |
| Pre-D5-BL6    | Early postnatal          | 3886        | 42821531 | 19699                 | 506 | 9409.5 | 70970 | 34     | 2743 | 7508           | 0.2    | 500    | 6000           | 40000          | 3728  |               |        |       |                        |
| Pre-BL6       | Pre-puberty              | 4183        | 39445446 | 19287                 | 505 | 7225   | 76720 | 22     | 2376 | 8350           | 0.2    | 500    | 6000           | 35000          | 4037  |               |        |       |                        |
| TEB           | Puberty TEBs             | 2087        | 45688910 | 18298                 | 503 | 20652  | 91847 | 50     | 4260 | 7801           | 0.15   | 500    | 7000           | 55000          | 1847  |               |        |       |                        |
| Duct          | Puberty Ducts            | 1973        | 29255671 | 17892                 | 502 | 12673  | 83864 | 44     | 3096 | 7615           | 0.15   | 500    | 6500           | 50000          | 1700  |               |        |       |                        |
| Adult-FVB-A10 | Adult FVB/N (A10)        | 11936       | 69643560 | 19964                 | 500 | 4906   | 44959 | 39     | 1574 | 5805           | 0.2    | 500    | 3500           | 17000          | 10710 |               |        |       |                        |
| Adult-FVB-P7  | Adult FVB/N (P7)         | 3481        | 9920346  | 16177                 | 502 | 2472   | 13686 | 196    | 1092 | 3328           | 0.15   | 500    | 2250           | 7000           | 3187  |               |        |       |                        |
| Adult-FVB-D12 | Adult FVB/N (D12)        | 5713        | 34121281 | 18741                 | 504 | 4940   | 34346 | 90     | 1734 | 5515           | 0.2    | 500    | 4500           | 25000          | 5576  |               |        |       |                        |
| Adult-BL6     | Adult C57BL/6            | 13269       | 71021911 | 20362                 | 500 | 4721   | 29405 | 37     | 1811 | 5393           | 0.2    | 500    | 4500           | 22000          | 12525 |               |        |       |                        |
| Adult-SW      | Adult SWISS              | 11135       | 85865973 | 20611                 | 503 | 6611   | 64210 | 36     | 2128 | 7186           | 0.2    | 500    | 6000           | 35000          | 10319 |               |        |       |                        |
| Preg-D12-H    | Pregnancy 12.5 days (H)  | 11406       | 66274512 | 18836                 | 501 | 5058   | 29284 | 48     | 1621 | 4692           | 0.2    | 500    | 4000           | 20000          | 11120 |               |        |       |                        |
| Preg-D12-G    | Pregnancy 12.5 days (G)  | 13877       | 71672020 | 19140                 | 502 | 4118   | 30312 | 42     | 1492 | 4702           | 0.2    | 500    | 4000           | 20000          | 13397 |               |        |       |                        |
| Preg-D18-F4   | Pregnancy 18.5 days (F4) | 12510       | 56653320 | 18695                 | 502 | 3514   | 23986 | 59     | 1213 | 3629           | 0.2    | 500    | 3000           | 18000          | 11847 |               |        |       |                        |
| Preg-D18-B4   | Pregnancy 18.5 days (B4) | 5696        | 42983751 | 18531                 | 503 | 5168   | 41237 | 31     | 1644 | 5192           | 0.2    | 500    | 4000           | 28000          | 5075  |               |        |       |                        |
| Lac-D10-F11   | Lactation (F11)          | 10877       | 51526155 | 17504                 | 795 | 2109   | 49288 | 53     | 495  | 3005           | 0.2    | 500    | 2500           | 30000          | 5287  |               |        |       |                        |
| Lac-D10-D6    | Lactation (D6)           | 9878        | 93234616 | 19127                 | 500 | 4065   | 73768 | 26     | 960  | 4271           | 0.25   | 500    | 3000           | 40000          | 6804  |               |        |       |                        |
| PI-W3         | Post-involution          | 11311       | 54003067 | 19734                 | 500 | 3734   | 46771 | 47     | 1378 | 5753           | 0.2    | 500    | 4000           | 25000          | 10017 |               |        |       |                        |
| Total         |                          | 149371      |          |                       |     |        |       |        |      |                |        | 132599 |                |                |       |               | 132599 |       |                        |

How the deposited data were processed for this re-analysis (not part of the article)

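RNA-seq was done by the authors on sorted basal and luminal cells of TEBs and ducts of mice aged 5 weeks, in 11 libraries, 3 in each group and 2 in luminal duct. The authors aligned 80 bp paired-end reads to mm10 with Rsubread and counted them by Entrez gene with its inbuilt RefSeq annotation, and the deposited values are these counts, whole and not normalized. A library of luminal duct was discarded by the authors for low cell numbers, and at least 2 mice were pooled for each replicate. For each library the deposited counts in its own table equalled its column in the table of the series, and 0 columns were left unused. Of 27179 gene identifiers, 25275 (93.0%) had a symbol, and those of the 1904 without one that passed the filter were tested under their identifier.

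Totals ran from 27989137 to 49221436 counts, with 2 libraries below 30 M counts. Analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), which left 17370 genes holding at least 99.965% of counts in each library, and library sizes were scaled by TMM. The paper names edgeR's estimateDisp and glmFit functions, and the quasi-likelihood test of edgeR was used here, with 1 model over 4 groups and Benjamini-Hochberg adjustment at an FDR of 0.05. The standard error printed is the absolute log2 fold change divided by the square root of the F statistic. Comparisons were TEB against duct in basal and in luminal cells, basal against luminal cells in ducts and in TEBs, and the interaction. Per-library values are CPM after TMM scaling, or log2 CPM with a prior count of 2, and the common biological coefficient of variation was 0.704. A count of 0 is given a limit of 3 counts, which covers counting error only.

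Gene lists were tested with camera at a preset correlation of 0.01 over 18 lists, with fry and with an estimated correlation as alternatives. The lists were contractile genes, genes higher in ductal and in TEB basal single cells, basal, LP, ML and luminal markers, chromatin examples and cell cycle genes, from the paper, and proliferation, laminin, fibroblast, adipocyte, immune, endothelial, erythroid, stress response and collagen genes from general knowledge. The lists do not hold every gene the paper names, and the basal list leaves out Cxcl14 and Lama1. Genes named are the 43 in the lists taken from the paper and, among genes past the threshold with a mean log2 CPM of at least 4 and no overlap between groups, the 5 with the largest change in each direction for TEB against duct and the 3 for the other comparisons, passing over genes without a symbol or with a predicted name. For the interaction a gene could also enter by its FDR alone. Luminal- or basal-specific genes have a difference of at least 5 log2 units and a log2 CPM of at least 5.

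Alternatives tried were DESeq2 size factors, upper-quartile scaling and no composition normalization, no filter and a filter at a mean CPM of 1, the likelihood ratio test, DESeq2, limma voom, a fit of the groups compared only, the replicate number as a block, an FDR of 0.01, a fold-change threshold of 1.5, removal of the 50 most abundant genes, other prior counts, and each library left out in turn. Added later were removal of mitochondrial genes, limma voom with sample quality weights, the mitochondrial share as a covariate, and leaving out the 2 libraries with the highest such share. Scripts were tested on simulated counts with known changes. ATAC-seq and single-cell data of the paper, and the signature gene lists, were not analysed here.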

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

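The tests of luminal duct replicate 3, of basal cells in the luminal duct libraries and of single basal duct libraries for the stress response genes were chosen after the result was seen, as were the fits with the mitochondrial share as a covariate, with sample quality weights and without basal TEB replicate 1 and luminal duct replicate 3 together.

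The change from duct to TEB differed between basal and luminal cells in 77 genes by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 with the higher change in basal cells and 63 with the lower. An unadjusted p below 0.05 was reached by 2559 genes. The number was 7 without basal duct replicate 1, 51 without basal duct replicate 2, 352 without basal TEB replicate 2, 24 without basal TEB replicate 3, 753 without luminal duct replicate 1, 119 without luminal duct replicate 3, 14 without luminal TEB replicate 1, 33 without luminal TEB replicate 2 and 9 without luminal TEB replicate 3. It was 629 by the likelihood ratio test of edgeR, 712 by DESeq2, 95 by limma voom and 54 with sample quality weights, and 15 without composition normalization. The share with the higher change in basal cells, 18.2%, was 41.3% by the likelihood ratio test, 42.4% by DESeq2 and 6.67% without composition normalization, and lay between 7.14% (without luminal TEB replicate 1) and 35.5% (without basal TEB replicate 2) with a library left out. With the mitochondrial share as a covariate edgeR called 0 genes, with 1164 at an unadjusted p below 0.05. Of the 77 genes, 7.79% (6 genes) are basal-specific, which does not decide whether basal cells in the luminal duct libraries are their source. So few of the tested genes, 252 of 17370, are basal-specific that a high share was not to be had. Such cells would raise basal genes in luminal duct and so give the higher change in basal cells. The 63 genes with the lower change argue against them as the source of most of the 77. For luminal duct replicate 3, which has the highest mitochondrial share among luminal libraries, 66.2% of the genes were called again without it, and the part of that library and the part of the cell type cannot be told apart with 2 luminal duct libraries. A difference between the cell types in how they change from duct to TEB stays open, untested beyond these libraries.

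Porcn, Cst3 and Slc5a6 had the largest positive differences and Clca3a2, Has2 and Lgals9 the largest negative ones among the genes meeting the rule for named genes. Porcn changed by 0.98 in basal and -2.62 in luminal cells on the log2 scale, a difference of 3.60 (standard error 0.41, FDR 0.00479, edgeR, Benjamini-Hochberg, with a range of 3.64e-11 to 0.0694 over the alternatives). Cst3 changed by 0.46 in basal and -2.20 in luminal cells on the log2 scale, a difference of 2.66 (standard error 0.43, FDR 0.0253, edgeR, Benjamini-Hochberg, with a range of 8.11e-06 to 0.35 over the alternatives). Without basal duct replicate 1 (0.0819), basal duct replicate 2 (0.0547), basal TEB replicate 3 (0.0556), luminal TEB replicate 1 (0.0745) or luminal TEB replicate 3 (0.063) Cst3 was not called. Slc5a6 changed by 0.28 in basal and -2.35 in luminal cells on the log2 scale, a difference of 2.64 (standard error 0.46, FDR 0.033, edgeR, Benjamini-Hochberg, with a range of 6.89e-05 to 0.26 over the alternatives). Without basal duct replicate 1 (0.0991), basal duct replicate 2 (0.0627), basal duct replicate 3 (0.0629), basal TEB replicate 3 (0.0938), luminal TEB replicate 1 (0.0504), luminal TEB replicate 2 (0.0933) or luminal TEB replicate 3 (0.126) Slc5a6 was not called. Clca3a2 changed by -4.49 in basal and -0.21 in luminal cells on the log2 scale, a difference of -4.28 (standard error 0.67, FDR 0.0232, edgeR, Benjamini-Hochberg, with a range of 1.3e-08 to 0.375 over the alternatives). Without basal duct replicate 1 (0.0779), basal TEB replicate 3 (0.0531), luminal TEB replicate 1 (0.0504), luminal TEB replicate 2 (0.0557) or luminal TEB replicate 3 (0.072) Clca3a2 was not called. Has2 changed by -0.39 in basal and 3.36 in luminal cells on the log2 scale, a difference of -3.75 (standard error 0.40, FDR 0.00401, edgeR, Benjamini-Hochberg, with a range of 7.11e-14 to 0.233 over the alternatives). Lgals9 changed by -2.70 in basal and 1.01 in luminal cells on the log2 scale, a difference of -3.71 (standard error 0.41, FDR 0.00401, edgeR, Benjamini-Hochberg, with a range of 9.66e-13 to 0.149 over the alternatives). Porcn, Has2 and Lgals9 were called with any single library left out, and none of the 6 genes was called with the mitochondrial share as a covariate. Counts are uncertain for Slc5a6 and Has2, which overlap the counted genes Atraid and Has2os, and for Clca3a2, whose reads may be shared with its paralog Clca3a1. With that covariate the FDR of Porcn was 0.0694, and since the share differs between groups as well as within them, a technical and a biological source both stay open.

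As sets, 4 gene lists differed in their change between basal and luminal cells by camera with a preset correlation and Benjamini-Hochberg adjustment. These were the contractile genes (FDR 5.93e-05, median difference 1.92 on the log2 scale), the genes higher in ductal basal single cells (0.000843, 1.92), the genes higher in TEB basal single cells (0.00695, 2.32) and the stress response genes (0.000787, -0.81). None held under fry (FDR 0.272, 0.363, 0.363 and 0.245 in the same order) or under camera with an estimated correlation (0.497 for each). With the mitochondrial share as a covariate, the contractile genes (0.0287) and the stress response genes (0.00408) kept their calls by camera. The ductal single-cell genes (0.0712) and the TEB single-cell genes (0.392) lost theirs in that fit. Without luminal duct replicate 3, the ductal single-cell genes had an FDR of 0.174 and the TEB single-cell genes 0.807. Leaving out basal TEB replicate 1 and luminal duct replicate 3 together lost all 4, with 0.0762 for the contractile genes. Over the alternatives the FDR ranged from 8.93e-07 to 0.497 for the contractile and from 5.46e-05 to 0.497 for the stress response genes. The contractile genes summed to 215 and 417 CPM in luminal duct replicates 1 and 3 and to 142, 135 and 123 CPM in the luminal TEB libraries, against 12661, 14931 and 12060 CPM in basal duct. Basal cells in the luminal duct libraries are a candidate explanation for the larger fall of contractile genes in luminal cells. Across 252 basal-specific genes, the median Spearman rho between their level in a luminal duct library and in basal cells was 0.63. It was 0.607, 0.619 and 0.567 in the luminal TEB libraries, so the rho does not separate ducts from TEBs. The median log2 fraction of their basal level was -7.08 and -6.22 in luminal duct replicates 1 and 3, and -7.39, -6.91 and -7.41 in the luminal TEB libraries, so replicate 1 lay within the range of the TEB libraries and replicate 3 above it. With 2 duct libraries on different sides this leaves the explanation open.

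Genes outside those the paper discusses differed between basal TEB and basal duct, with all 3 TEB libraries on one side of all 3 duct libraries for each gene named here (means ± SD, n = 3 libraries each). Csrp2 was at 24.3 ± 13.9 CPM in ducts and 103 ± 27.7 CPM in TEBs (log2 fold change 2.08, standard error 0.36, FDR 0.0165, edgeR, Benjamini-Hochberg, 1.4e-05 to 0.0819 over the alternatives). Csrp2 was not called without basal duct replicate 1 (0.0781), basal duct replicate 2 (0.0819), basal TEB replicate 1 (0.0562) or basal TEB replicate 3 (0.0724). Cenph was at 9.19 ± 3.87 CPM in ducts and 38.2 ± 17.5 CPM in TEBs (log2 fold change 2.05, standard error 0.40, FDR 0.0299, edgeR, Benjamini-Hochberg, 0.000141 to 0.131 over the alternatives). Cenph was not called without basal duct replicate 1 (0.131), basal duct replicate 2 (0.127), basal TEB replicate 1 (0.0751), basal TEB replicate 3 (0.0983), luminal TEB replicate 1 (0.0574), luminal TEB replicate 2 (0.0592) or luminal TEB replicate 3 (0.0601). Tmem54 was at 9.22 ± 2.06 CPM in ducts and 36.7 ± 13.0 CPM in TEBs (log2 fold change 1.99, standard error 0.35, FDR 0.0196, edgeR, Benjamini-Hochberg, 2.76e-05 to 0.0941 over the alternatives). Tmem54 was not called without basal duct replicate 1 (0.088), basal duct replicate 2 (0.0937), basal TEB replicate 1 (0.0579) or basal TEB replicate 3 (0.0864). Basp1 was at 1.83 ± 1.01 CPM in ducts and 6.18 ± 0.555 CPM in TEBs (log2 fold change 1.77, standard error 0.38, FDR 0.0472, edgeR, Benjamini-Hochberg, 0.000609 to 0.452 over the alternatives). Basp1 was not called without basal duct replicate 1 (0.0819), basal duct replicate 3 (0.0852), basal TEB replicate 1 (0.0837), basal TEB replicate 2 (0.0769), basal TEB replicate 3 (0.177), luminal TEB replicate 1 (0.0843), luminal TEB replicate 2 (0.0816) or luminal TEB replicate 3 (0.0886). Thsd4 was at 5.93 ± 2.12 CPM in ducts and 20.2 ± 3.78 CPM in TEBs (log2 fold change 1.77, standard error 0.35, FDR 0.0331, edgeR, Benjamini-Hochberg, 2e-04 to 0.238 over the alternatives). Thsd4 was not called without basal duct replicate 1 (0.131), basal duct replicate 2 (0.124), basal TEB replicate 1 (0.0691), basal TEB replicate 2 (0.0703), basal TEB replicate 3 (0.11), luminal TEB replicate 1 (0.0632), luminal TEB replicate 2 (0.061) or luminal TEB replicate 3 (0.0717). Basp1 and Thsd4 were higher in luminal than in basal libraries, and Tmem54 overlaps the counted gene Hpca.

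The genes lower in basal TEB had larger changes. Clca3a2 was at 467 ± 81.0 CPM in ducts and 20.6 ± 13.9 CPM in TEBs (log2 fold change -4.49, standard error 0.48, FDR 0.0015, edgeR, Benjamini-Hochberg, 8.8e-24 to 0.0162 over the alternatives). Clca3a1 was at 242 ± 100.1 CPM in ducts and 13.7 ± 6.97 CPM in TEBs (log2 fold change -4.13, standard error 0.46, FDR 0.00179, edgeR, Benjamini-Hochberg, 7.2e-19 to 0.0184 over the alternatives). Fxyd6 was at 41.6 ± 6.39 CPM in ducts and 2.33 ± 2.55 CPM in TEBs (log2 fold change -4.12, standard error 0.68, FDR 0.0122, edgeR, Benjamini-Hochberg, 4.82e-09 to 0.0555 over the alternatives). Fxyd6 was not called without basal TEB replicate 1 (0.0555). Chil1 was at 408 ± 183 CPM in ducts and 34.6 ± 17.5 CPM in TEBs (log2 fold change -3.56, standard error 0.70, FDR 0.0314, edgeR, Benjamini-Hochberg, 6.39e-05 to 0.185 over the alternatives). Chil1 was not called without basal duct replicate 1 (0.0806), basal duct replicate 2 (0.116), basal TEB replicate 1 (0.126) or basal TEB replicate 3 (0.185). Cp was at 178 ± 46.8 CPM in ducts and 16.6 ± 13.3 CPM in TEBs (log2 fold change -3.42, standard error 0.51, FDR 0.00692, edgeR, Benjamini-Hochberg, 1.31e-10 to 0.0426 over the alternatives). Counts of the paralogs Clca3a1 and Clca3a2 may be shared, and Cp overlaps the counted gene Hps3. Of the technical explanations for the basal comparison, gene length is argued against by a Spearman rho of -0.0668 across the tested genes, which are not independent replicates. For the contractile genes, basal TEB replicate 1, the library with the fewest counts, is argued against by an FDR of 0.00237 without it, and the mitochondrial share by an FDR of 6.76e-05 with that share as a covariate (range over the alternatives 6.76e-05 to 0.188, camera or fry, Benjamini-Hochberg). Chance could not be excluded by regrouping, because 6 libraries make 10 splits and 1 of 10, the real one, gave as many genes changed, with at most 2 genes in any other. The structure from which the cells came, TEB or duct, stays open as a biological explanation.

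Between luminal TEB and luminal duct, genes that the paper's text does not name, and Cxcl14, which it names as a basal gene of another stage, met the rule for named genes, with 2 duct and 3 TEB libraries (means ± SD). Has2 was at 3.66 ± 0.461 CPM in ducts and 37.6 ± 6.31 CPM in TEBs (log2 fold change 3.36, standard error 0.33, FDR 0.00377, edgeR, Benjamini-Hochberg, 4.56e-19 to 0.172 over the alternatives). Evc was at 2.16 ± 1.19 CPM in ducts and 16.1 ± 2.71 CPM in TEBs (log2 fold change 2.88, standard error 0.38, FDR 0.00844, edgeR, Benjamini-Hochberg, 1.84e-10 to 0.268 over the alternatives). Ldlrad3 was at 3.03 ± 3.06 CPM in ducts and 19.4 ± 1.88 CPM in TEBs (log2 fold change 2.66, standard error 0.57, FDR 0.0454, edgeR, Benjamini-Hochberg, 0.000132 to 0.211 over the alternatives). Ldlrad3 was not called without basal duct replicate 1 (0.0704), basal duct replicate 2 (0.0501), basal duct replicate 3 (0.0686), basal TEB replicate 2 (0.0619), basal TEB replicate 3 (0.0785), luminal TEB replicate 1 (0.106), luminal TEB replicate 2 (0.116) or luminal TEB replicate 3 (0.138). Arhgap19 was at 5.6 ± 3.09 CPM in ducts and 32.4 ± 3.07 CPM in TEBs (log2 fold change 2.53, standard error 0.45, FDR 0.022, edgeR, Benjamini-Hochberg, 4.91e-06 to 0.197 over the alternatives). Arhgap19 was not called without luminal duct replicate 3 (0.0859), luminal TEB replicate 1 (0.0764), luminal TEB replicate 2 (0.0576) or luminal TEB replicate 3 (0.0855). Pcdhgc3 was at 3.99 ± 2.15 CPM in ducts and 23.0 ± 2.72 CPM in TEBs (log2 fold change 2.51, standard error 0.55, FDR 0.0484, edgeR, Benjamini-Hochberg, 0.000161 to 0.56 over the alternatives). Pcdhgc3 was not called without basal duct replicate 1 (0.0699), basal duct replicate 3 (0.0681), basal TEB replicate 2 (0.0628), basal TEB replicate 3 (0.0641), luminal duct replicate 3 (0.218), luminal TEB replicate 1 (0.114), luminal TEB replicate 2 (0.1) or luminal TEB replicate 3 (0.155). Cnn1 was at 12.3 ± 8.13 CPM in ducts and 0.851 ± 0.451 CPM in TEBs (log2 fold change -3.84, standard error 0.51, FDR 0.00844, edgeR, Benjamini-Hochberg, 7.49e-13 to 0.214 over the alternatives). Cxcl14 was at 15.3 ± 16.4 CPM in ducts and 1.15 ± 0.493 CPM in TEBs (log2 fold change -3.72, standard error 0.61, FDR 0.0178, edgeR, Benjamini-Hochberg, 2.95e-09 to 0.225 over the alternatives). Cxcl14 was not called without luminal duct replicate 3 (0.059), luminal TEB replicate 1 (0.073) or luminal TEB replicate 3 (0.0841). The log2 fold change of Ldlrad3 was 4.49 without luminal duct replicate 1, and that of Cxcl14 was -1.69 without luminal duct replicate 3. Evc overlaps the counted gene Crmp1, and Pcdhgc3 overlaps other counted genes of the protocadherin gamma cluster. Cnn1 and Cxcl14 are far higher in basal than in luminal libraries, so basal cells in the luminal duct libraries may explain their fall, and the rho of 0.63 across basal-specific genes, close to the 0.567 to 0.619 of the luminal TEB libraries, does not decide it. A change within luminal cells also stays open.

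Proliferation genes, a list from general knowledge of 16 genes of which 1 is also in another list, were higher in TEBs in basal cells (FDR 3.53e-09, median log2 fold change 0.68, 16 of 16 genes higher) and in luminal cells (FDR 3.22e-15, median 1.48, 16 of 16 higher, camera, Benjamini-Hochberg). The luminal call held under fry (FDR 0.0292) and the basal one did not (0.0579), and with an estimated correlation neither did (0.188 in basal and 0.183 in luminal cells). The summed CPM of the list was 1444, 646 and 1356 in basal duct, 1575, 2051 and 2229.5 in basal TEB, 861 and 948 in luminal duct, and 2128, 2062 and 2385 in luminal TEB. No technical explanation was tested for this list apart from the alternatives, with an FDR between 6.21e-13 and 1.48e-05 in basal cells with each library left out, and growth of the TEB stays open.

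Stress response genes, 11 genes that include Fos, Jun and heat shock genes, were lower in TEBs in basal cells (FDR 1.59e-16, median log2 fold change -1.38, 11 of 11 genes lower) and in luminal cells (FDR 0.0151, median -0.31, 9 of 11 lower, camera, Benjamini-Hochberg). The basal call held under fry (0.00475) and an estimated correlation (0.0413), and the luminal one under neither (0.224 and 0.419) and not without luminal duct replicate 1 (0.297). A single basal duct library is argued against, since the highest FDR without one of them was 7.8e-14. In CPM, Fos, singled out after its values were seen, was at 3908, 5680 and 5146 in basal duct and 1229, 1897 and 2003 in basal TEB. With each library left out in turn the basal FDR ranged from 1.23e-17 to 6.33e-11. Genes of this kind can respond to dissociation and sorting, so a difference in the handling of ducts and TEBs stays open, untested, beside a difference in the tissue.

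The collagen genes, 43 tested, were lower in luminal TEB than in luminal duct (FDR 0.00761, median log2 fold change -1.14, 32 of 43 lower, camera, Benjamini-Hochberg), and this rested on luminal duct replicate 3, without which the sign reversed (FDR 0.156). Of the collagens that the fibroblast list also holds, in that library Col3a1 was at 123 CPM, Col1a2 at 47.0 CPM and Col1a1 at 43.5 CPM, compared with 0.0455, 0.0228 and 0.910 CPM in luminal duct replicate 1. The call did not hold under fry (0.531) or with an estimated correlation (0.5). The summed CPM of the collagens was 1198 in luminal duct replicate 3 and 672 in replicate 1, against 675, 856 and 796 in the luminal TEB libraries, so by this sum replicate 1 was not above any TEB library. Fibroblast genes that are not collagens were also higher in replicate 3 than in replicate 1 (Dcn at 24.6 and 2.89 CPM, Fbn1 at 10.9 and 0.387 CPM, picked after their values were seen). Some collagens were higher in both luminal duct libraries than in every luminal TEB library, among them Col6a3 (231 and 55.3 against 31.1, 5.93 and 13.2 CPM, FDR 0.237), Col9a2 (22.4 and 35.3 against 8.09, 20.2 and 8.11 CPM, FDR 0.107) and Col14a1 (5.17 and 15.3 against 2.08, 1.71 and 0.732 CPM, FDR 0.0219, edgeR, Benjamini-Hochberg), also picked after their values were seen. Only Col14a1 passed the threshold, and it lost its call without luminal duct replicate 3 (FDR 0.118) or luminal TEB replicate 1 (0.0531), 2 (0.0702) or 3 (0.0834), in a range from 2.91e-07 to 0.352 over the alternatives. Fibroblasts in luminal duct replicate 3 are a candidate explanation for the set, and for single collagens a lower level in luminal TEB cells stays open.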

How the results depend on the processing

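The tests and fits with the mitochondrial share as a covariate, without mitochondrial genes, with sample quality weights, and without basal TEB replicate 1 and luminal duct replicate 3 together were chosen after the mitochondrial share was seen, and the other alternatives were set before the data were examined.

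Over the alternatives, values for single genes kept their direction and their side of the threshold in 1786 instances, lost a call in 256, gained one in 63 and changed sign in 9. Gene lists did so in 843, 58, 16 and 55 instances. Numbers of changed genes stayed within 1.5 times in 83 and moved further in 56, and numbers of lists past the threshold in 46 and 8. The direction of Krt5, Krt14, Krt17, Krt18 and Lgr5 in basal cells did not change under any alternative, and the calls for Krt18 and Lgr5 held in all 25.

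For basal TEB against basal duct, luminal TEB against luminal duct and the interaction, the numbers of changed genes were 57, 10 and 15 without composition normalization, 707, 1006 and 629 by the likelihood ratio test, 874, 1277 and 712 by DESeq2, 77, 23 and 7 at an FDR of 0.01, and 72, 69 and 31 with a fold-change threshold of 1.5. The share called higher was 50% of the 10 luminal genes without composition normalization. At an FDR of 0.01 there were 2318 genes between basal and luminal cells in ducts and 2745 in TEBs. Without a filter on low counts the interaction gave 141 genes, limma voom gave 601 for the basal comparison, and a fit of only the 2 groups compared gave 603 for the luminal one. Limma voom with sample quality weights gave 412 genes in the basal comparison and 7140 between basal and luminal TEB, against 601 and 5227 by limma voom without the weights. The mitochondrial share as a covariate gave 139, 22 and 0 genes for the 3 comparisons (1164 at an unadjusted p below 0.05 for the interaction in edgeR, against 629 called by the likelihood ratio test, 712 by DESeq2 and 95 by limma voom without the covariate). Leaving out basal TEB replicate 1 and luminal duct replicate 3 together gave 372 luminal genes and 198 for the interaction. A stricter threshold calls fewer genes by construction, and the tests differ in how many false calls simulated data gave. For the other settings the cause was not tested.

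Simulated counts held 200 genes changed by 3 log2 units, drawn once per comparison with edgeR's own estimate of each gene's spread, alike in every library. The quasi-likelihood test recovered 77% in the basal comparison with 3.1% false calls, and 71.5% in the luminal one with 6.5%. Smaller changes and libraries of poor quality were not simulated, so these shares do not extend to them. The false calls were 19.2% and 23.6% by the likelihood ratio test, 29% and 34.7% by DESeq2, and 7.6% and 15.1% by limma voom. Scaling without composition normalization moved the median log2 fold change of all genes from 0.08 to 0.19 between basal and luminal duct, from 0.04 to -0.35 between basal and luminal TEB, and from -0.13 to -0.63 for the interaction.

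Fry called 5 lists in basal cells, 5 in luminal cells and 0 for the interaction, and camera with an estimated correlation 2, 2 and 0, against 9, 9 and 4 by camera with the preset correlation. Leaving out the 2 libraries together gave 1 interaction list, the fibroblast genes, which is not among the 4. The contractile genes in basal cells had an FDR of 0.0579 under fry and 0.188 with an estimated correlation (Benjamini-Hochberg), which drop the assumption of a small fixed correlation between genes. The median absolute log2 fold change became 0.55 in the basal comparison and 0.97 between basal and luminal TEB without basal replicate 2 of ducts and TEBs. For genes with a mean log2 CPM of at least 4 it was 0.29 for basal TEB against duct, 0.35 for luminal TEB against duct, and 0.52 and 0.50 between cell types in ducts and TEBs.

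Luminal Krt8, with a log2 fold change close to 0, changed sign with DESeq2 size factors (-0.034), upper-quartile scaling (-0.026), the stricter filter (-0.013), the DESeq2 Wald test (-0.034), sample quality weights (-0.0042), the covariate (-0.19) and without the 2 libraries together (-0.35). The cause was not tested, and none of these was past the threshold.

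Lists also changed sign, and the FDR (Benjamini-Hochberg, camera or fry) under that alternative follows. Fry reversed the immune genes of the interaction (0.971). Without a change of sign, the covariate brought the ML markers past the threshold in luminal cells (0.00278, in a range up to 0.852) and for the interaction (0.0014, in a range up to 0.971). The covariate reversed the TEB basal single-cell genes, laminins and endothelial genes in luminal cells (0.948 each), and the laminins (0.392), fibroblast genes (0.573) and collagens (0.973) of the interaction. Leaving out the 2 libraries together reversed, in luminal cells, the TEB basal single-cell genes (0.242), laminins (0.87), fibroblast genes (0.00684), adipocyte genes (0.327), immune genes (0.887), endothelial genes (0.327) and collagens (0.242). It reversed, for the interaction, the laminins (0.528), fibroblast genes (0.0261), adipocyte genes (0.814), immune genes (0.733), erythroid genes (0.895) and collagens (0.114). Only the fibroblast genes were past the threshold when reversed, and the cause was not tested.

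With each library left out in turn, the number of changed genes ranged from 59 to 399 for basal TEB against duct, 37 to 1305 for luminal TEB against duct, 3072 to 4785 between cell types in ducts, 3048 to 4867 in TEBs and 7 to 753 for the interaction. Gene lists numbered 8 to 10, 7 to 10 and 3 to 7 for the basal, luminal and interaction tests. The FDR of the contractile genes ranged from 8.26e-05 to 0.0155 and that of the collagens from 0.157 to 0.814 in basal cells (camera, Benjamini-Hochberg). The median absolute log2 fold change ranged from 0.43 to 0.58 and from 0.56 to 0.88 for TEBs against ducts in basal and luminal cells, and from 0.91 to 1.21 and from 0.82 to 0.99 between cell types in ducts and TEBs. The difference of luminal-specific genes between basal TEB and basal duct ranged from -1.54 to -0.12.

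Lists that changed sign without some library had these FDR ranges with each library left out in turn (camera, Benjamini-Hochberg). For the lists in basal cells, the range was 0.0837 to 0.814 for the LP markers, 0.293 to 0.977 for the ML markers, 0.106 to 0.967 for the laminins, 0.416 to 0.967 for the adipocyte genes and 0.414 to 0.887 for the erythroid genes. For the lists in luminal cells, the range was 0.00345 to 0.36 for the TEB basal single-cell genes, 0.154 to 0.844 for the ML markers, 0.0454 to 0.885 for the laminins, 1.55e-05 to 0.38 for the fibroblast genes, 0.0703 to 0.488 for the adipocyte genes, 0.0911 to 0.885 for the immune genes, 0.192 to 0.775 for the endothelial genes and 3.65e-07 to 0.156 for the collagens. For the lists of the interaction, the range was 0.295 to 0.964 for the ML markers, 0.437 to 0.888 for the luminal markers, 0.422 to 0.925 for the cell cycle genes, 0.26 to 0.957 for the laminins, 0.00383 to 0.964 for the fibroblast genes, 0.0672 to 0.653 for the adipocyte genes, 0.437 to 0.975 for the immune genes, 0.15 to 0.907 for the endothelial genes, 0.282 to 0.94 for the erythroid genes and 0.000202 to 0.509 for the collagens. The log2 fold change of luminal Krt8 ranged from -0.37 to 0.57.

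Replicate numbers are shared between groups. Samples with the same number deviated together weakly (median r 0.05, from -0.02 to 0.30, 15 pairs, against a median of -0.02 in 30 pairs with other numbers, across 8759 genes), and the numbers were not taken as pairs. With the replicate block, 125 genes changed between luminal TEB and duct and 46 in the interaction, 204 in the basal comparison, and 3293 and 4030 between cell types in ducts and TEBs. Among the lists, the block moved the luminal markers (0.0594) and the endothelial genes (0.0407) in basal cells, the immune genes in luminal cells (0.0311) and the proliferation genes of the interaction (0.0202) across the threshold (camera, Benjamini-Hochberg).

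Basal TEB replicate 1 held 27989137 counts with 37.5% on mitochondrial genes, and 25.5% of the tested genes had no count in it. With every library thinned to that total, 13302 genes were detected in it and 18118 in basal TEB replicate 2, so the total by itself does not give this difference. Luminal comparisons rest on 2 duct libraries, and with 1 of them left out the lone duct library is assumed to vary like the other groups. Each alternative was run for the results it was set for. The fit of only the groups compared has no counterpart for the interaction. The gene lists were tested under fry, an estimated correlation, the replicate block, DESeq2 size factors, each library left out, the covariate, the 2 libraries left out together and no mitochondrial genes, and not under the other normalizations, filters, tests or weights. A few genes lack a value under 1 alternative, as Dmrta1, Htr5b and Dmbt1 do.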

Differences from the paper's values

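Read-pairs assigned to genes ran from 28.0 to 49.2 M per library, and the paper's stated range is 30 to 50 M, so neither end differed from the paper's by more than 1.5 times. The paper describes no difference in expression of Krt8 and Krt18 between TEBs and ducts, without naming the cell population. Krt8 passed the threshold neither in basal cells (log2 fold change -0.73, FDR 0.215, edgeR, Benjamini-Hochberg) nor in luminal cells (0.03, FDR 0.994), and luminal Krt18 did not (-0.71, FDR 0.17, edgeR, Benjamini-Hochberg). Krt18 was lower in basal TEB than in basal duct (log2 fold change -1.98, FDR 0.00197, edgeR, Benjamini-Hochberg), and all 25 alternatives called it, with an FDR between 1.06e-18 and 0.0234.

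The paper describes enrichment of expression of Dmrta1 and Htr5b in TEBs. Both were higher in basal TEB than in basal duct here (log2 fold change 4.34 and 2.26), and neither passed the threshold (FDR 0.412 and 0.545, edgeR, Benjamini-Hochberg). Limma voom, set before the data were examined, called both (FDR 0.0205 and 0.0467, Benjamini-Hochberg), the lowest values of ranges that reached 0.655 and 0.802 over the alternatives, and no other alternative called either.

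The paper describes basal cells of TEBs as having lower levels of extracellular matrix and myosin filament proteins, from single cells, and a less differentiated state in bulk. For Myh11 and Mylk it also reports stronger immunofluorescence in basal cells of ducts, a protein measure that RNA counts do not test. In bulk, 26 of the 43 collagen genes were lower in basal TEB, Col12a1 and Col4a6 among them past the threshold alone (FDR 0.0249 and 0.0261, edgeR, Benjamini-Hochberg, 0.151 and 0.135 without basal TEB replicate 3), as was the laminin Lamb3 (0.0279, and 0.151 without that library). The collagen set did not pass the threshold (FDR 0.409, camera, Benjamini-Hochberg), while 6 of 6 contractile genes and 9 of 9 basal genes were lower and passed it as sets (0.0012 and 1.54e-11). The contractile set did not hold under fry (0.0579) or an estimated correlation (0.188), and the basal set did (0.00475 and 0.0413), although it holds genes that the paper names for this difference. Lama1, which the paper names for myoepithelial cells and which is not in either set, was higher in all 3 TEB libraries than in the duct libraries (log2 fold change 0.95, FDR 0.233, edgeR, Benjamini-Hochberg). Postn and Col16a1, which the paper names as higher in ductal basal cells, were both lower in basal TEB. Col16a1 (log2 fold change -0.30, FDR 0.558, edgeR, Benjamini-Hochberg) was called by no alternative. Postn (-4.29, FDR 0.0575, edgeR, Benjamini-Hochberg, 8.47e-05 to 0.256 over the alternatives) was called by 11 of 25. These were no filter on low counts, the likelihood ratio test, DESeq2, limma voom, the fit of the 2 groups compared, the replicate block, and leaving out basal TEB replicate 2, luminal duct replicate 1 or luminal duct replicate 3, and, chosen after the values were seen, sample quality weights and leaving out basal TEB replicate 1 and luminal duct replicate 3 together. The collagen set passed the threshold under no alternative with a library left out (0.157 to 0.814), nor under fry (0.531) or an estimated correlation (0.842).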

Other observations

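The tests of Krt18, of the number of gene lists under other groupings and of basal cells in the luminal duct libraries were chosen after the result was seen.

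Luminal-specific genes, 138 genes at least 5 log2 units higher in luminal libraries, averaged 0.22 ± 0.46 log2 CPM (SD, n = 3) in basal duct and -0.69 ± 1.44 (SD, n = 3) in basal TEB, a difference of -0.90 (exact two-sided permutation test, p = 0.4, where 0.1 is the smallest p that 3 against 3 allow). It was -0.12 without basal TEB replicate 1 and -1.54 without basal TEB replicate 2. Its size also depends on the set and the prior count, at -0.31 for the 72 genes at least 7 log2 units higher, -0.90 for the 290 genes at least 3 log2 units higher, and -1.08 and -1.43 with a prior count of 1 and 0.25, with the same sign throughout. Luminal cells in the basal sort are a candidate source, since RNA of such cells would hold each gene at a shared fraction of its luminal level. The median Spearman rho across these genes in the 6 basal libraries was 0.532, from 0.316 to 0.656, between the values that would exclude carry-over and those that would point to it. This cannot be told apart from low expression in basal cells with these bulk counts.

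The fall of Krt18 in basal TEB might come from luminal cells in the basal duct libraries. It would need luminal genes at 1.54% of their luminal duct level there, and 56.2% of 137 other luminal-specific genes lay below that share, with a median of 1.23%, which by itself decided nothing. A further test, of the fall from basal duct to basal TEB, was added after these values were seen. The share of the median luminal-specific gene fell by 0.259%, which is 16.8% of what Krt18 needs, and by at most 34.1% of it without any 1 basal library (6.46% without basal TEB replicate 1, 9.83% without basal duct replicate 3 and 34.1% without basal TEB replicate 2). This argues against luminal cells in the basal duct libraries as the whole source. A part of the fall stays open, since 23.4% of these genes fell as far as Krt18 would need, and a change of Krt18 in basal cells stays open as a hypothesis.

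Fibroblasts in the basal duct libraries were considered for matrix genes, of which neither the collagens (FDR 0.409) nor the laminins (0.586, camera, Benjamini-Hochberg) were lower past the threshold in basal TEB as a set, while Col12a1, Col4a6 and Lamb3 were lower past it alone (0.0249, 0.0261 and 0.0279, edgeR, Benjamini-Hochberg). The fibroblast list, 9 genes of which 3 are collagens, had a median log2 fold change of -0.86 in basal cells with 9 of 9 genes lower (FDR 0.283, camera, Benjamini-Hochberg), beside -0.69 for the contractile genes and -0.53 for the collagens. The design cannot decide, since fibroblasts in ducts would lower this list in TEBs as a change in basal cells would. Its most abundant genes were Dcn, at 318, 399 and 205 CPM in basal duct and 157, 159.8 and 113 CPM in basal TEB, and Fbn1, at 337, 243 and 309 CPM in basal duct and 263, 259.8 and 232 CPM in basal TEB. For the genes of the fibroblast list, fibroblasts in the basal duct libraries and a lower level in basal cells cannot be told apart by these values.

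Among the 10 splits of the 6 basal libraries, 2 of 10 gave as many lists past the threshold as the real one, which gave 9, so chance cannot be excluded for the number of lists. For basal against luminal cells in TEBs, 1 of 10 splits of the 6 TEB libraries, the real one, gave as many genes changed (4354), with 0 genes in each of the other 9, but 10 splits are too few for this count by itself to exclude chance. That limit is one of the count and not of single genes, such as Igfbp2 (FDR 2.32e-08, edgeR, Benjamini-Hochberg, 2.29e-294 to 2.8e-06 over the alternatives).

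In luminal cells, basal genes were lower in TEBs than in ducts. The contractile genes had a median log2 fold change of -3.21 (FDR 1.45e-15), the genes higher in ductal basal single cells -3.43 (2.05e-14) and the 9 basal genes -3.07 (1.06e-15, camera, Benjamini-Hochberg). The contractile and basal genes held under fry (0.0151 each) and an estimated correlation (0.0296 each). The size of the fall in single genes of these lists rests in part on luminal duct replicate 3. Without that library the log2 fold change moved from -3.36 to -1.78 for Myh11, from -2.18 to -1.33 for Krt5 and from -1.91 to -1.60 for Mme. Of 252 basal-specific genes 65.1% were lower, with a median of -0.77, and 33 lower and 8 higher passed the threshold of edgeR with Benjamini-Hochberg adjustment, out of 134 genes lower in all. Basal cells in the luminal duct libraries are a candidate explanation, with a median rho of 0.63 between the level of these genes in a luminal duct library and in basal cells, against 0.567 to 0.619 in the luminal TEB libraries, and cannot be told apart from a change in luminal cells.

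In basal cells, the genes higher in ductal basal single cells were lower in TEBs (median log2 fold change -1.16, FDR 0.00018), and the TEB genes Nrg1, Sema3b, Meox1 and Ccnd2 were higher (median 1.39, FDR 0.00107, camera, Benjamini-Hochberg), 4 of 4 genes, although none passed the threshold alone (FDR 0.0936, 0.188, 0.384 and 0.493, edgeR, Benjamini-Hochberg). Over the 25 alternatives Nrg1 passed it in 4 (FDR 0.00941 to 0.412), Sema3b in 3 (0.0143 to 0.478), Meox1 in 4 (0.0106 to 0.701) and Ccnd2 in 2 (0.019 to 0.796), limma voom with and without sample quality weights among them for each gene. Those of Meox1 include leaving out luminal duct replicate 1 (0.0445) or replicate 3 (0.0436). Neither list held under fry (0.0579 each) or an estimated correlation (0.188 and 0.159).

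The luminal markers (median -0.73, FDR 0.00944, lost without basal duct replicate 3 at 0.0551 and basal TEB replicate 3 at 0.159), the chromatin examples (-0.81, 3.54e-05) and the cell cycle genes of the paper (0.71, 0.00107) also passed the threshold in basal cells, and the LP markers (-0.81, 0.426), ML markers (0.16, 0.795), immune genes (-2.14, 0.291), endothelial genes (-2.23, 0.16), erythroid genes (-0.99, 0.717) and adipocyte genes (-0.95, 0.717) did not (camera, Benjamini-Hochberg). The endothelial genes passed it without basal duct replicate 1 (0.0254). The adipocyte genes had a negative median with a mean of 0.30 and an upward test. Lists overlap, since 7 of the 9 chromatin examples, 5 of the 9 basal genes, 5 of the 7 luminal markers, all 6 of the ductal single-cell genes, 4 of the 6 contractile genes, 1 LP marker, 1 cell cycle gene and 4 collagens are also in another list.

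In luminal cells the LP markers (median -1.23, FDR 0.0422), chromatin examples (0.03, 0.0224) and cell cycle genes (0.87, 0.0422) passed the threshold by camera with Benjamini-Hochberg adjustment. LP markers did not without luminal duct replicate 1 (0.166) or 3 (0.136) or luminal TEB replicate 1 (0.0597) or 3 (0.0669), nor the chromatin examples without luminal duct replicate 1 (0.0703) or 3 (0.116), nor the cell cycle genes without luminal duct replicate 1 (0.297), luminal TEB replicate 3 (0.0669) or basal TEB replicate 1 (0.0553) or 2 (0.0523). The luminal markers (median 0.03, mean -0.23, FDR 0.127), ML markers (-0.29, 0.565, and 0.00278 with the mitochondrial share as a covariate), TEB single-cell genes (-1.03, 0.258), laminins (-0.56, 0.257), fibroblast genes (-1.75, 0.127), adipocyte (-2.90, 0.326), immune (-0.74, 0.257), endothelial (-1.16, 0.647) and erythroid genes (-3.06, 0.223) did not pass. The chromatin examples and the luminal markers had a positive median and a negative mean and test, and the endothelial genes a negative median and a mean of 0.02. TEB single-cell genes passed without luminal duct replicate 1 (0.00345), as fibroblast genes did (1.55e-05), and laminins without luminal TEB replicate 2 (0.0454). Fibroblast genes were reversed and past the threshold without luminal duct replicate 3 (0.00347).

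The change from duct to TEB was weakly shared by basal and luminal cells across genes, which are not independent replicates. Pearson's r was 0.06 over 17370 genes and 0.22 over the 8759 genes with a mean log2 CPM of at least 4. Changed in both were 29 genes, 24 of them in the same direction. The groups compared share no libraries.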
